# Functional Role of COP1 Gene in Hepatocellular Carcinoma Lipid Metabolism and Stemness

**DOI:** 10.1111/gtc.70108

**Published:** 2026-04-06

**Authors:** Eun‐Hye Jeon, An‐Na Bae, Hajin Lee, Keon Uk Park, Hyun Mu Shin, Jong Ho Park, Kwang Seok Kim, In‐Chul Park, Yun‐Han Lee

**Keywords:** AKR1D1, COP1, HCC, lipid metabolism, stemness, TMEM65

## Abstract

We have previously defined the constitutive photomorphogenic *protein* 1 (COP1) gene as a therapeutic target in hepatocellular carcinoma (HCC). A recent study demonstrated that COP1 induces non‐alcoholic fatty liver disease (NAFLD), a precursor to HCC, in normal hepatocytes and that reducing COP1 expression significantly improves high‐fat diet‐induced hepatic steatosis. Thus, in this study, we investigated if the function of COP1 was associated with HCC metabolism and evolution. Silencing of COP1 expression by a target siRNA significantly suppressed long‐term colony formation in Huh7, HepG2, Huh1, and PLC/PRF/5 HCC cell lines. RNA sequencing of COP1‐silenced Huh7 and HepG2 cells revealed the same directional regulation of 24 (14 up‐ and 10 down‐regulated) genes. Notable molecular alterations were upregulation of AKR1D1 and downregulation of TMEM65, which involves negative regulation of lipid metabolism and promotion of metastasis, respectively. Correlation analysis using GEPIA2 supported inverse relationship between COP1 and AKR1D1 expression and positive relationship between COP1 and TMEM65 expression in HCC clinical samples. Targeting of COP1 reduced fat accumulation and metastatic potential in both HCC parental cells and CD133^+^ liver cancer stem cells. Overexpression of COP1 reversed the phenotypic changes. Collectively, our findings indicate that the COP1 is functionally correlated with HCC lipid metabolism and stemness.

## 1 Introduction

Hepatocellular carcinoma (HCC) is one of the cancers with the highest mortality worldwide, the sixth most diagnosed cancer worldwide, and the third leading cause of cancer‐related deaths (Global Cancer Facts and Figures 2024). According to a recent study, the number of new cases and deaths caused by liver cancer is expected to increase by 55% by 2024 (Rumgay et al. 2022). The major risk factors for HCC include infection with hepatitis B and C viruses, alcohol abuse, obesity, and type 2 diabetes, and exhibit substantial geographic variability (El‐Serag and Rudolph 2007; Michalopoulos 2007). Long‐term exposure to the factors induces the accumulation of genetic and/or epigenetic changes and exploits the hallmarks of cancer, such as reprogramming energy metabolism and activating invasion and metastasis, ultimately leading to tumor evolution in HCC (Feitelson et al. 2002; Roberts and Gores 2005; Thorgeirsson and Grisham 2002; Hanahan 2022; Craig et al. 2020).

Cancer cells use different metabolic pathways to survive and proliferate than normal cells. These metabolic changes, known as the Warburg effect, are characteristic of cancer metabolism (Fukushi et al. 2022). An increase in glycolysis leads to lactic acid accumulation and lowers the pH of the cellular microenvironment (Liberti and Locasale 2016). In addition, cancer cells use fatty acid oxidation because it requires enormous amounts of energy and resources necessary for biosynthesis to maintain rapid growth and proliferation. Fatty acid β‐oxidation plays a crucial role in nonalcoholic fatty liver disease (NAFLD), a precursor to liver cancer, where impaired mitochondrial electron transport chain (ETC) function results in increased β‐oxidation and excessive reactive oxygen species (ROS) production (Chen et al. 2020). Excessive mitochondrial ROS production promotes invasion and migration of cancer cells (Wang et al. 2019). Understanding these metabolic changes is essential for the development of therapeutic strategies that inhibit cancer cell growth and metastasis.

COP1 (also known as RFWD2) gene, an E3‐ubiquitin ligase, regulates proteolysis via the ubiquitin‐proteasome pathway and plays a critical role in various cellular processes. COP1 promotes the ubiquitination of diverse target proteins including wild‐type tumor suppressor p53 (Dornan et al. 2004). These characteristics have significant implications for cell cycle dysregulation and tumor development. COP1 is generally overexpressed in human HCC (Lee et al. 2004). We have previously identified COP1 gene as a therapeutic target in HCC by observing that siRNA knockdown of COP1 restores the levels of tumor suppressors, such as wild‐type p53 and GLIPR1, and induces apoptotic cell death (Lee et al. 2010). Recently, another group found that COP1 causes NAFLD in normal hepatocytes through the degradation of ATGL protein that serves as a major triacylglycerol lipase and controls lipid turnover (Ghosh et al. 2016). This suggests that COP1 plays an important role in regulating liver lipid metabolism and is a potential target for the treatment of metabolic disorders caused by fatty liver disease. Given COP1's role in inducing NAFLD, there are significant questions regarding its involvement in more severe liver pathologies such as HCC. Despite increasing interest in COP1's functions, its specific impact on metabolic processes within HCC cells remains largely unexplored. Based on these previous evidences, we aimed in this study to investigate whether the function of COP1 correlates with HCC metabolism.

## 2 Results

### 2.1 Inhibition of COP1 Expression Upregulates AKRID1 and Downregulates TMEM65 Expression in HCC Cells

For this study, we applied the same COP1 target siRNA sequence and transfection condition that were used in our previous study (Lee et al. 2010) and confirmed its reproducibility in terms of HCC growth inhibition. As shown in Figure 1, inhibition of COP1 expression significantly reduced long‐term colony formation in Huh7, HepG2, Huh1, and PLC/PRF/5 HCC cell lines. The target siRNA was transfected into Huh7 and HepG2 HCC cell lines to verify its inhibitory effect on COP1 expression (Figure 2a). 

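Huh7 and HepG2 are established human liver tumour cell lines. RNA of each line was sequenced 48 h after transfection with 20 nM of a negative control siRNA (NC-siRNA) or of an siRNA against COP1 (COP1-siRNA). There was 1 library per line and siRNA, 4 libraries in all, so the differences between them have no replicate check and no p-value is given. The libraries were made from polyadenylated RNA and kept the strand. For each library, the authors deposited a gene table in the layout of the program StringTie, with the coverage, the FPKM and the TPM of 46427 genes under their NCBI Gene numbers. The TPM values of a library sum to 1000000. The paper's text names neither the aligner nor the genome build. The gene coordinates are those of GRCh38: 44698 gene numbers were found in the RefSeq annotation of that build, and 93.1% of these started within 1 kb of the annotated position. The tables hold no read counts. Depth was therefore read from the ratio of coverage to FPKM, which rises with the amount of sequence in a library. This ratio was 6.59 in Huh7 cells with NC-siRNA, 7.47 in Huh7 cells with COP1-siRNA, 5.75 in HepG2 cells with NC-siRNA and 7.31 in HepG2 cells with COP1-siRNA. The COP1-siRNA library was thus 1.13 times as deep as its control in Huh7 and 1.27 times as deep in HepG2, while the number of reads is unknown. For each line, the TPM with COP1-siRNA plus 1 was divided by the TPM with NC-siRNA plus 1, and the ratio was expressed as log2. On this log2(TPM + 1) scale the change of genes with low TPM is understated. Genes with a TPM of at least 1 in at least 1 library of the line were tested, 13000 in Huh7 and 14456 in HepG2. COP1 (gene 64326), which encodes an E3 ubiquitin ligase, lies on the minus strand of chromosome 1 of GRCh38 from 175944826 to 176209087. In Huh7 cells COP1 was at 19.7 TPM with NC-siRNA and 6.18 TPM with COP1-siRNA, so that 31.4% of its TPM was left, a log2 fold change of −1.53. In HepG2 cells it was at 26.9 TPM and 16.1 TPM, with 59.9% left and a log2 fold change of −0.71. Among the 500 tested genes nearest to COP1 in mean expression, its fold change lay at percentile 0.0 in Huh7 and percentile 0.2 in HepG2. The alternative that moved these values most, coverage in place of TPM, was chosen after the values were seen and gave −1.05 in Huh7 and −0.53 in HepG2. The scaled coverage of COP1 was 0.15 of its TPM in all 4 libraries, so these smaller changes come from the added 1, which weighs more on smaller values.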

After confirming the suppression of COP1 expression, a comprehensive evaluation of the changes in gene expression induced by COP1 inhibition was conducted using RNA sequencing. Sequencing analysis revealed consistent changes across both cell lines, identifying 14 upregulated and 10 downregulated genes (Figure 2b). As a result of functional classification, seven of these genes were associated with metabolic pathways or mitochondrial function, of which three genes (SLC7A7, AKR1D, and PHYHIPL) had increased expression and the remaining four (BOLA3, TMEM65, MRPL18, and COX7A2) had decreased expression (Table 1). These results suggested a close association between COP1 and metabolic gene regulation in HCC cells. 

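All 24 genes of Table 1 changed in the direction given there in both lines. The paper chose them from these same libraries for their change, so the shared direction is no independent support. The 14 up-regulated genes had log2 fold changes from 0.56 to 1.82 in Huh7 and from 0.27 to 1.34 in HepG2. Those of the 10 down-regulated genes, COP1 among them, lay between −1.63 and −0.87 in Huh7 and between −1.14 and −0.71 in HepG2. On the log2(TPM + 1) scale, 15 of the 24 genes passed 2-fold in Huh7, 8 in HepG2 and 6 in both lines. The 6 genes were AKR1D1 and ANXA1 among the raised genes, and TMEM65, CLINT1, COX7A2 and C11orf98 among the lowered genes. ANXA1 (gene 301, chromosome 9, 73151865 to 73170393, plus strand) rose from 38.7 to 115 TPM in Huh7, a log2 fold change of 1.55, and from 3.77 to 11.1 TPM in HepG2, a log2 fold change of 1.34. C11orf98 (gene 102288414, chromosome 11, 62662817 to 62665216, minus strand) went from 151 to 51.8 TPM in Huh7, with a log2 fold change of −1.52, and from 122 to 55.1 TPM in HepG2, with −1.14. GBP1 (gene 2633, chromosome 1, 89052319 to 89065208, minus strand) had the largest rise of Table 1 in Huh7, from 7.29 to 28.2 TPM. In HepG2, GBP1 went from 0.352 to 1.70 TPM, and its log2 fold change of 1.00 was just under the threshold before rounding. SLC7A7, CLDN2 and ZC3H12D stayed under 1 TPM in both HepG2 libraries, and CLDN2 also did in Huh7. MGC12916, a non-coding RNA gene, lies inside HS3ST3B1 on the same strand, so the assignment of its reads is uncertain. It rose by 0.81 in Huh7 and 1.13 in HepG2. In Huh7 HS3ST3B1 changed by −0.76, and the summed TPM of both genes by −0.13, from 24.5 to 22.3. In HepG2 the sum went from 19.8 to 30.3 TPM, a log2 fold change of 0.59. HS3ST3B1 was chosen after the values were seen. The setting that moved the number of Table 1 genes past the threshold most was 1.5-fold in place of 2-fold, with 19 genes in both lines. With a plain TPM ratio, chosen after the values were seen and applied here without a minimum TPM, 11 of the 24 genes reached 2-fold in both lines. None of the 336 values of these genes under the other scalings, pseudocounts and columns changed sign. The 7-base sequence AGCAGTC was present in the annotated 3′ UTR of all 9 lowered genes other than COP1 and of none of the 13 raised genes with a 3′ UTR, against 9.5% of the 10569 genes with a 3′ UTR tested in both lines. This sequence was also chosen after the values were seen.

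**Figure D1:**
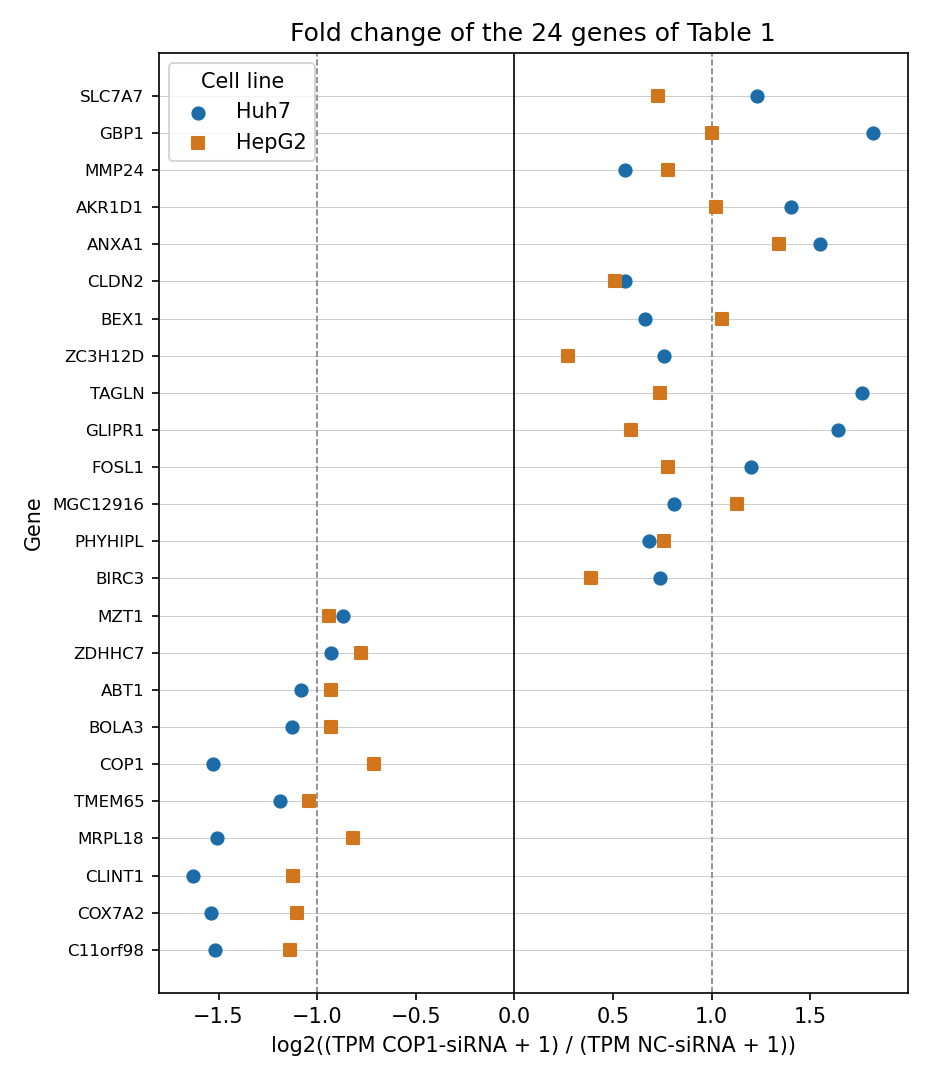
Log2 fold change, on the TPM + 1 scale, of COP1-siRNA against NC-siRNA for the 24 genes of Table 1 (vertical axis) in Huh7 (circles) and HepG2 (squares), 1 library per line and siRNA. Dashed lines mark 2-fold. Every gene lies on the same side of 0 in both lines, and 6 lie beyond the dashed lines in both.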

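Of these 7 genes, SLC7A7 (gene 9056, chromosome 14, 22773222 to 22819796) encodes an amino acid transporter. In Huh7 it rose from 14.6 to 35.8 TPM, a log2 fold change of 1.23, and in HepG2 from 0.189 to 0.968 TPM, a log2 fold change of 0.73 at a level too low for the test. PHYHIPL (gene 84457, chromosome 10, 59175872 to 59247774) rose from 3.20 to 5.71 TPM in Huh7 and from 5.75 to 10.5 TPM in HepG2, with log2 fold changes of 0.68 and 0.76. BOLA3 (gene 388962, chromosome 2, 74135400 to 74147912) went from 169 to 76.6 TPM in Huh7, a log2 fold change of −1.13, and from 206 to 108 TPM in HepG2, a log2 fold change of −0.93. MRPL18 (gene 29074, chromosome 6, 159789812 to 159798429) encodes a mitochondrial ribosomal protein and fell from 187 to 65.1 TPM in Huh7 and from 235 to 133 TPM in HepG2. Its log2 fold changes were −1.51 and −0.82. COX7A2 (gene 1347, chromosome 6, 75237675 to 75250298), a subunit of cytochrome c oxidase, went from 507 to 173 TPM in Huh7 and from 372 to 173 TPM in HepG2. The log2 fold changes of COX7A2 were −1.54 and −1.10. The falls of BOLA3, MRPL18 and COX7A2 each lay at or under percentile 0.4 of the 500 tested genes nearest in mean expression, in both lines. The rise of PHYHIPL lay at percentile 96.8 in Huh7 and 99.6 in HepG2, and that of SLC7A7 at 99.8 in Huh7. Extreme percentiles follow from the choice of these genes for their change in the same libraries.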

Subsequent Ingenuity Pathway Analysis (IPA) showed that the greatest change in bile acid biosynthesis and the neutral pathway was observed with CO1 knockdown (Figure 2c). Specifically, AKR1D1 involves the functional category (Table 2). 

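The 5 genes that Table 2 names differed widely in level. CLDN2 (gene 9075, chromosome X, 106900164 to 106930861) was under 1 TPM in every library: it went from 0.291 to 0.903 TPM in Huh7 and from 0.172 to 0.675 TPM in HepG2, with log2(TPM + 1) changes of 0.56 and 0.51. MMP24 (gene 10893, chromosome 20, 35226690 to 35276998) went from 0.384 to 1.03 TPM in Huh7 and from 0.232 to 1.11 TPM in HepG2, with changes of 0.56 and 0.78. These values depend on the pseudocount: with 0.1 in place of 1, the changes of CLDN2 became 1.36 and 1.51, and those of MMP24 became 1.23 and 1.87. BIRC3 (gene 330, chromosome 11, 102317373 to 102339403) rose from 2.86 to 5.45 TPM in Huh7, a log2 fold change of 0.74, and from 0.702 to 1.24 TPM in HepG2, a log2 fold change of 0.39. CLINT1 (gene 9685, chromosome 5, 157785747 to 157859145) fell from 74.5 to 23.5 TPM in Huh7 and from 75.7 to 34.3 TPM in HepG2, with log2 fold changes of −1.63 and −1.12. AKR1D1 is the gene that Table 2 gives for the neutral pathway of bile acid biosynthesis. For comparison, 14 other genes of bile acid synthesis, conjugation and export, among them CYP7A1, CYP8B1, CYP27A1 and ABCB11, were listed before the data were examined. In Huh7, 10 of them were tested and their median log2 fold change was −0.04, at percentile 35.0 of 10000 random gene lists of the same size matched on mean expression. In HepG2, 8 were tested, with a median of 0.05 at percentile 77.4. No gene of this list passed 2-fold in both lines.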

Steroid hormones and bile acids are potent regulators of hepatic carbohydrate and lipid metabolism. AKR1D1 is highly expressed in hepatocytes where it inactivates steroid hormones and catalyzes an essential step in bile acid synthesis (Nikolaou et al. 2019). Thus, increase in AKR1D1 expression after COP1 silencing suggests that COP1 may negatively affect HCC lipid metabolism. Conversely, TMEM65 expression was downregulated when COP1 expression was inhibited. 

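AKR1D1 (gene 6718) lies on the plus strand of chromosome 7 of GRCh38 from 138076459 to 138118305 and encodes a steroid reductase. In Huh7 cells it was at 1.75 TPM with NC-siRNA and 6.27 TPM with COP1-siRNA, which is 3.58-fold by plain TPM and a log2(TPM + 1) change of 1.40. In HepG2 cells the values were 1.52 and 4.12 TPM, 2.71-fold by plain TPM and 1.02 on the log2(TPM + 1) scale. The mean coverage of the gene went from 4.63 to 19.8 in Huh7 and from 3.76 to 12.8 in HepG2. Relative to the 500 tested genes nearest in mean expression, the rise lay at percentile 99.8 in Huh7 and 98.6 in HepG2. The paper picked AKR1D1 from these same libraries, so high percentiles follow from that choice. The HepG2 value came close to the 2-fold threshold, and with FPKM in place of TPM it was 0.73, under the threshold. From the rise of AKR1D1 and its known part in steroid inactivation and bile acid synthesis, the paper proposes a negative effect of COP1 on lipid metabolism. In its later experiments, lipid staining and FASN mRNA fell after COP1 silencing, and FASN mRNA rose with COP1 overexpression. From these the paper proposes that COP1 takes part in lipogenesis.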

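TMEM65 (gene 157378) lies on the minus strand of chromosome 8 of GRCh38 from 124310918 to 124372699. It went from 8.13 TPM with NC-siRNA to 3.00 TPM with COP1-siRNA in Huh7, with 36.9% left and a log2 fold change of −1.19. In HepG2 it went from 18.2 to 8.38 TPM, with 46.0% left and a log2 fold change of −1.04. The mean coverage of the gene fell from 21.8 to 9.47 in Huh7 and from 45.4 to 26.2 in HepG2, although the COP1-siRNA libraries were the deeper ones. Both falls lay at percentile 0.0 of the 500 tested genes nearest in mean expression. Since the paper picked TMEM65 from these same libraries, low percentiles follow from that choice. With FPKM in place of TPM the values were −0.92 and −0.96, under the 2-fold threshold in both lines. The annotated 3′ UTR of TMEM65 (transcript ENST00000297632.7, 7771 bases) holds 1 copy of AGCAGTCA, which contains the AGCAGTC that the other lowered genes of Table 1 apart from COP1 also carry.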

TMEM65, a mitochondrial inner protein, was known to promote cell mobility and invasiveness in gastric cancer (Shi et al. 2024). When TMEM65 is suppressed by targeting of COP1, a decrease in the migration and invasion of cancer cells may be expected. On the basis of the previous findings, AKR1D1 and TMEM65 genes were focused in this study to reveal COP1's novel role in HCC lipid metabolism and stemness.

**FIGURE 1:**
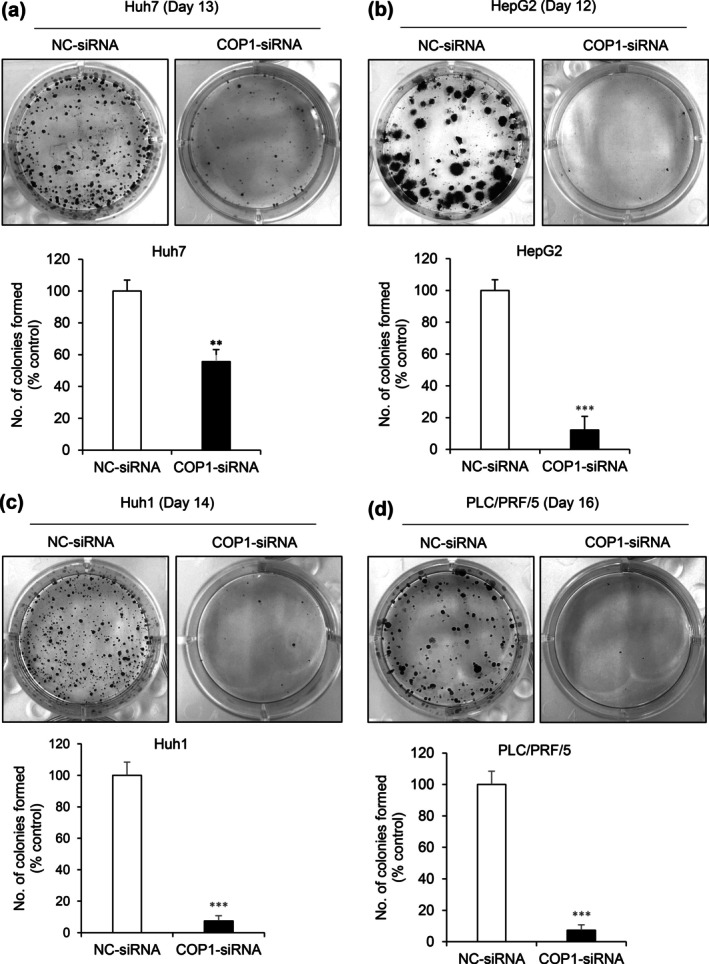
COP1 knockdown inhibits clonogenicity in HCC cells. Representative images and quantitative analysis of colony formation in Huh7 (at day 13) and HepG2 (at day 12) cells treated with NC‐siRNA or COP1‐siRNA. Colony numbers were counted for each cell line. NC‐siRNA, negative control siRNA; COP1‐siRNA, COP1‐specific siRNA. Statistical significance: **p < 0.01; ***p < 0.001 versus control.

**FIGURE 2:**
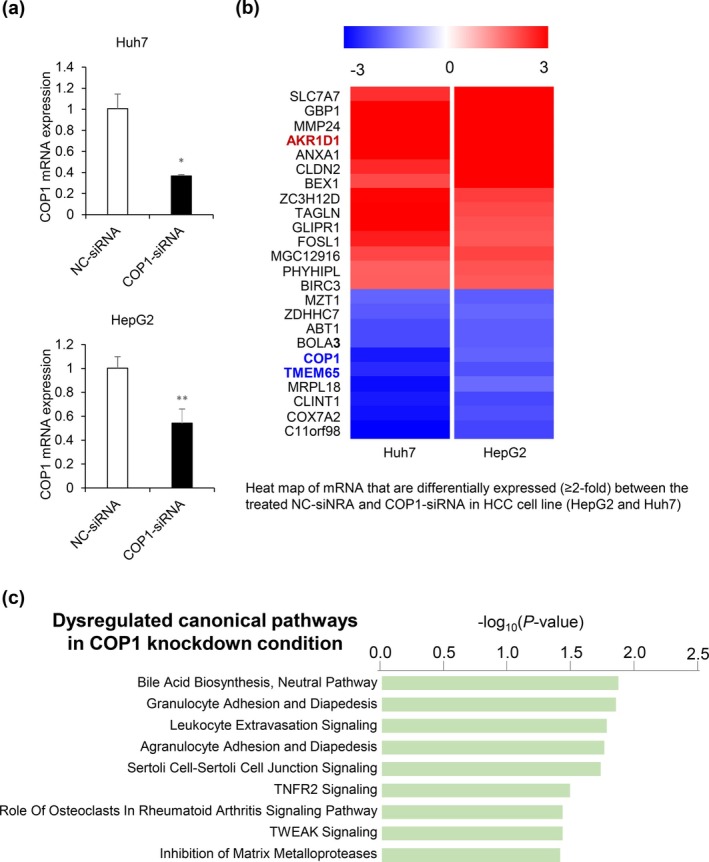
Obtainment of common COP1‐knockdown signature from HCC cells. (a) qRT‐PCR analysis confirming the silencing of COP1 mRNA expression in Huh7 and HepG2 cells with COP1 depletion. Statistical significance: *p < 0.05; **p < 0.01 versus NC‐siRNA. (b) Heat map of 24 genes commonly up‐ or downregulated (≥ 2‐fold change) between NC‐siRNA‐ and COP1‐siRNA‐treated HCC cell lines (Huh7 and HepG2). Red (up‐regulated) and blue (down‐regulated). Specifically, the name of AKRIDI, COP1, and TMEM65 genes are highlighted. (c) IPA canonical pathway analysis of dysregulated genes following COP1 knockdown, with significant enrichment in bile acid biosynthesis and other metabolic pathways.

**TABLE 1:** List of genes up‐ or down‐regulated in both Huh7 and HepG2 cells with COP1 depletion.

Up‐regulated (14 genes)		
Gene symbol	Full name	Main biological function
SLC7A7	Solute Carrier Family 7 Member 7	Amino acid transporter
GBP1	Guanylate Binding Protein 1	Antiviral and antimicrobial activities
MMP24	Matrix Metallopeptidase 24	Extracellular matrix degradation, neural development
AKR1D1	Aldo‐Keto Reductase Family 1 Member D1	Steroid and bile acid metabolism
ANXA1	Annexin A1	Anti‐inflammatory activity, regulation of cell proliferation
CLDN2	Claudin 2	Tight junction formation, regulation of paracellular permeability
BEX1	Brain Expressed X‐Linked 1	Neuronal differentiation and regeneration
ZC3H12D	Zinc Finger CCCH‐Type Containing 12D	Inflammatory response regulation
TAGLN	Transgelin	Actin binding, regulation of cell shape and motility
GLIPR1	GLI Pathogenesis Related 1	Encodes a protein with similarity to both the pathogenesis‐related protein (PR) superfamily and the cysteine‐rich secretory protein.
FOSL1	FOS like 1, AP‐1 Transcription Factor subunit	Transcriptional regulation, cell proliferation and differentiation
MGC12916	Uncharacterized Protein MGC12916	Predicted protein, function not well defined
PHYHIPL	Phytanoyl‐CoA 2‐Hydroxylase Interacting Protein Like	Function not well defined, possible involvement in lipid metabolism
BIRC3	Baculoviral IAP Repeat Containing 3	Inhibition of apoptosis, regulation of immune response

Down‐regulated (10 genes)		
Gene symbol	Full name	Main biological function
MZT1	Mitotic‐Spindle Organizing Protein Associated with A Ring of Gamma‐Tubulin 1	Spindle assembly, mitotic progression
ZDHHC7	Zinc Finger DHHC‐Type Palmitoyltransferase 7	Protein palmitoylation
ABT1	Activator Of Basal Transcription	Transcriptional regulation
BOLA3	BolA Family Member 3	Mitochondrial iron–sulfur cluster assembly
COP1	Constitutive Photomorphogenic Protein 1	E3 ubiquitin‐protein ligase that mediates ubiquitination and subsequent proteasomal degradation of target protein
TMEM65	Transmembrane Protein 65	Mitochondrial function, cell signaling
MRPL18	Mitochondrial Large Ribosomal Subunit Protein UL18m	Mitochondrial protein synthesis
CLINT1	Clathrin Interactor 1	Vesicle trafficking, clathrin‐mediated endocytosis
COX7A2	Cytochrome C Oxidase Subunit 7A2	Electron transport chain, ATP production
C11orf98	Chromosome 11 Open Reading Frame 98	Function not well defined, potential regulatory role

**TABLE 2:** List of canonical pathways and genes commonly dysregulated in COP1 knockdown condition.

Canonical pathways	−log(*p*‐value)	Molecules (enriched gene expression in COP1 KD vs. SC)
Granulocyte Adhesion and Diapedesis	1.93	CLDN2↑, MMP24↑
Bile Acid Biosynthesis, Neutral Pathway	1.91	AKR1D1↑
Leukocyte Extravasation Signaling	1.86	CLDN2↑, MMP24↑
Agranulocyte Adhesion and Diaoedesis	1.84	CLDN2↑, MMP24↑
Sertoli Cell‐Sertoli Cell Junction Signaling	1.80	CLDN2↑, CLINT1↑
TNFR2 Signaling	1.53	BIRC3↑
Role Of Osteoclasts in Rheumatoid Arthritis Signaling Pathway	1.51	BIRC3↑, MMP24↑
TWEAK Signaling	1.47	BIRC3↑
Inhibition of Matrix Metalloproteases	1.45	MMP24↑
TNFR1 Signaling	1.33	BIRC3↑

*Note:* Pathways and molecules were generated by IPA.

### 2.2 Clinical Relevance of AKR1D1 Upregulation and TMEM65 Downregulation to COP1 Expression

To verify the RNA sequencing results, we performed quantitative real‐time PCR (qRT‐PCR). Consistent with the RNA sequencing results, inhibition of COP1 expression significantly increased AKR1D1 mRNA expression and decreased TMEM65 mRNA expression in both Huh7 and HepG2 cells (Figure 3a,b). This association of differential gene expression was confirmed in the GEPIA2 database. COP1 mRNA expression negatively correlated with AKR1D1 expression (*R* = −0.29, *p* < 0.001) and positively correlated with TMEM65 expression (*R* = 0.23, *p* < 0.001) in HCC patient samples (Figure 3c,d). These findings suggest that the function of COP1 is associated with AKR1D1 and TMEM65 expression for HCC development.

**FIGURE 3:**
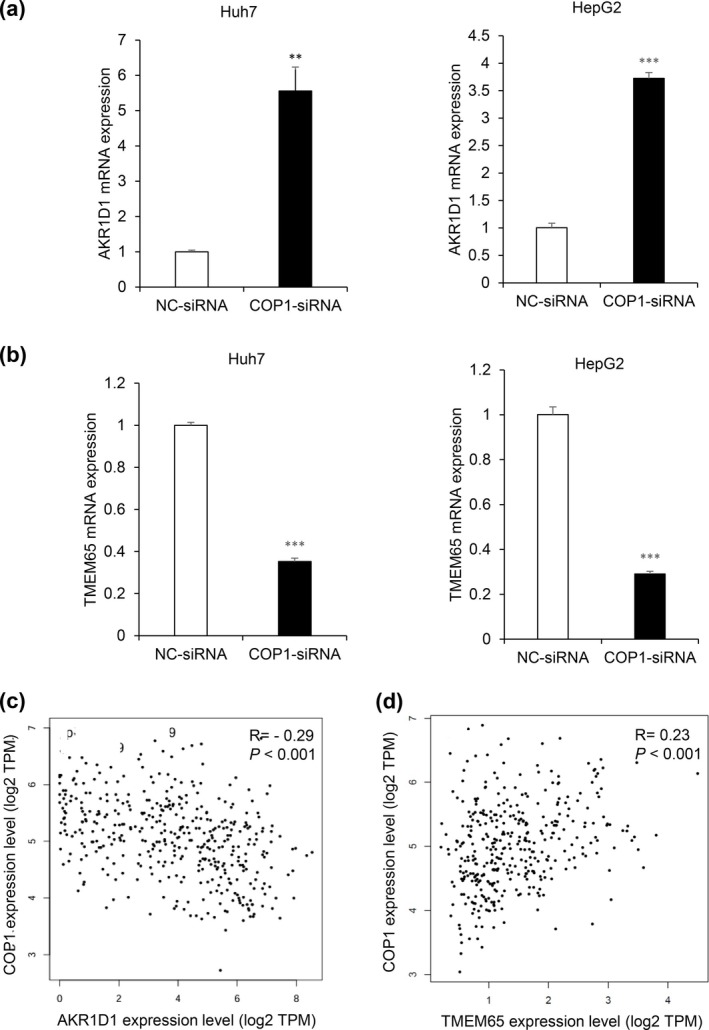
COP1 knockdown upregulates AKR1D1 and downregulates TMEM65 gene expression in HCC cells. (a, b) qRT‐PCR results showing increased AKR1D1 (a) and decreased TMEM65 expression (b) in 48 h of COP1‐siRNA transfection. Statistical significance: **p < 0.01; ***p < 0.001 versus control. (c) Negative correlation between COP1 and AKR1D1 expression in HCC tissues (*R* = −0.29, *p* < 0.001). (d) Positive correlation between COP1 and TMEM65 expression in HCC tissues (*R* = 0.23, *p* < 0.001).

### 2.3 Knockdown of COP1 Impairs Lipid Metabolism and Reduces ROS Levels in HCC

Dysregulation of fatty acid metabolism and activation of lipogenesis contributes to HCC progression (Wang et al. 2016; Yamashita et al. 2009). After observing the up‐regulation of AKR1D1 gene expression, we next determined to investigate if silencing of COP1 could affect HCC lipid metabolism. As expected, Oil Red O staining confirmed that lipid accumulation was reduced in both Huh7 and HepG2 cells with COP1 depletion (Figure 4a). Lipid droplets (LDs) staining was also performed using the BODIPY and ADRP markers. BODIPYs, which are present inside cells and essential for lipid storage and energy metabolism, were decreased in COP1‐siRNA treated cells compared with NC‐siRNA treated controls (Figure 4b). ADRPs, a protein associated with the surface of lipid droplets, were also decreased in COP1 knockdown cells (Figure 4b). The decrease in lipid droplet formation indicates that COP1 knockdown interferes with lipid synthesis and reduces the lipid storage capacity in the cell, thereby reducing the energy reserves required to support the rapid proliferation and survival of cancer cells. Next, molecular changes underlying the phenotypic change were observed in COP1 knockdown cells. As shown in Figure 4c, silencing of COP1 expression significantly reduced the expression levels of glucose transporter GLUT4 and glucose‐ or insulin‐responsive transcription factor ChREBPα, and the downregulation of the key metabolic factors subsequently reduced the expression of lipogenic enzyme FASN. Reversely, overexpression of COP1 increased the transcription of GLUT4, ChREBPα, FASN, and SREBP1C genes in Huh1 cells, which are essential for glucose or lipid metabolism, leading to increase of short‐term cell proliferation and long‐term colony formation (Figure S1). Reduced lipid metabolism in cancer cells can limit the β‐oxidation of fatty acids, subsequently decreasing substrate availability for the electron transport chain (ETC), where reactive oxygen species (ROS) are generated as byproducts, especially in cancer stem cells (Wang et al. 2019). Thus, the decrease in lipogenesis, as seen in COP1 knockdown cells, is expected to decrease ROS production. As shown in Figure 4d, COP1 knockdown led to a significant reduction in ROS levels in both Huh7 and HepG2 cells compared to the NC‐siRNA controls. These results suggest that COP1 is functionally involved in lipogenesis and liver cancer cell growth.

**FIGURE 4:**
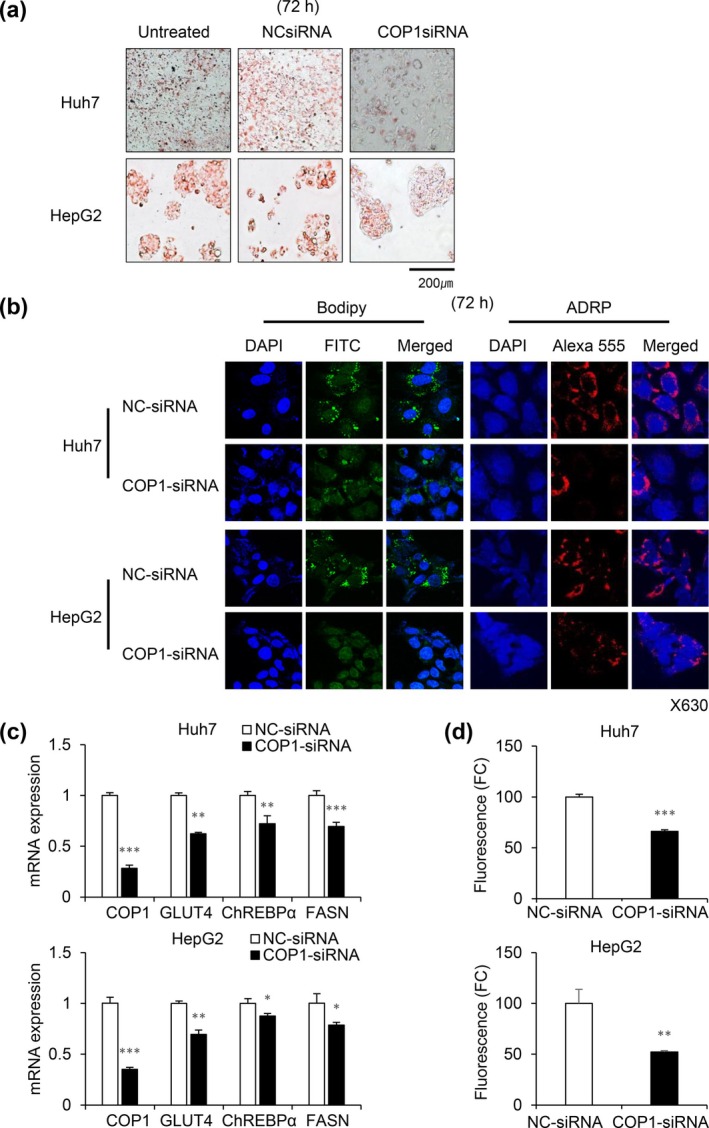
Targeting COP1 decreases lipogenesis, the expression of glucose transporter or fatty acid synthesis genes, and reduces ROS levels in HCC cells. (a‐b) Cells were stained with Oil Red O (a) and fluorescein‐conjugated BODIFY or antibody specific to adipose differentiation‐related protein (ADRP) (b), a marker for lipid droplets (LDs). (c) mRNA levels of genes involved in glucose transport or lipogenesis. GLUT4, glucose transporter 4; FASN, fatty acid synthase N; ChREBPα, carbohydrate response‐element binding protein α. (d) ROS levels in Huh7 and HepG2 cells were measured by fluorescence intensity following COP1 knockdown. Statistical significance: *, *p* < 0.05; **p < 0.01; ***p < 0.001 vs. control.

### 2.4 Targeting of COP1 Suppresses Stemness in HCC

In addition to decrease in ROS production, TMEM65, a gene known to promote the migration and invasion of certain cancers, was significantly downregulated after COP1 knockdown. Thus, we next determined to observe the broader effects of COP1 knockdown on the metastatic potential of HCC cells. Reflecting those changes, COP1‐siRNA treated cells demonstrated a marked reduction in the migration and invasion ability of the parental HCC cell population (Figure 5a,b). Importantly, COP1 silencing induced a significant decrease in both the number and size of spheres formed in Huh7 and HepG2 cells (Figure 5c). Conversely, Huh1 cells transfected with the COP1‐expressing vector exhibited improved migration ability compared to that of the control vector‐transfected cells (Figure S2). Previous studies identified the CD133 cell surface antigen as a marker of cancer stem/progenitor cells in HCC (Zhu et al. 2010; Song et al. 2008), and we have also reported that upregulation of CD133 contributes to HCC development (Won et al. 2015). Given the functional significance of TMEM65 in metastasis and the observation of TMEM65 repression under COP1 knockdown conditions, we next investigated whether COP1 targeting could affect CRC stemness. To address this, the CD133^+^ CSC population of PLC/PRF/5 cells was sorted from the CD133^−^ population by FACS using an APC‐conjugated CD133 antibody, and successful separation was confirmed by demonstrating that the levels of both CD133 mRNA and protein in the CD133^+^ population were higher than those in the CD133^−^ population (Figure S3). COP1 knockdown significantly reduced the sphere‐forming capacity of CD133^+^ liver CSCs (Figure 5d). This reduction in the sphere‐forming capacity indicates that COP1 knockdown not only disrupts cellular metabolism but also inhibits the tumorigenic and self‐renewal properties of HCC cells, which are crucial for cancer progression and metastasis.

**FIGURE 5:**
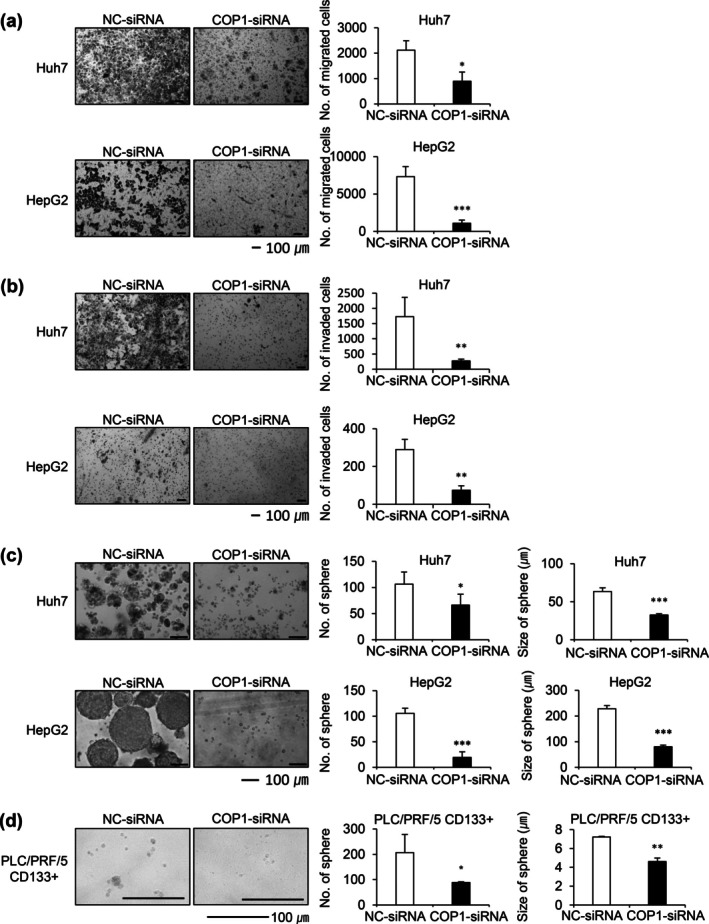
COP1 knockdown reduces motility, and stemness in HCC cells. (a‐b) Migration (a) or invasion (b) assay showing reduced motility in Huh7 and HepG2 cells treated with COP1‐siRNA, as quantified by the relative migration or invaded area. Statistical significance: *, *p* < 0.05; **p < 0.01; ***p < 0.001 vs. control. (c) Sphere formation assay images and quantitative data from Huh7 and HepG2 cells, demonstrating a decrease in both the number and size of spheres in COP1‐siRNA‐treated cells. (d) Sphere formation assay images and quantitative data from PLC/PRF/5 CD133+ cells. Compared to the control grpup, both the sphere number and size decreased upon COP1‐siRNA treatment. Scale bar, 100 μm Statistical significance: *, *p* < 0.05; ***p < 0.001 vs. control.

## 3 Discussion

Researchers have spent considerable time developing anticancer drugs through chemotherapy, targeted therapy, and immunotherapy. Recently, metabolic anticancer agents that block the energy source necessary for cancer cell survival following immunotherapy have rapidly emerged as next‐generation treatments. However, because it is still in its infancy, the number of metabolic anticancer is small, and further research is needed to develop more effective metabolic anticancer. Unlike other cancers, liver cancer often develops from chronic liver damage and progresses to cirrhosis, with one major contributing factor NAFLD. As introduced, COP1 is involved in NAFLD progression (Ghosh et al. 2016). Thus, we first aimed in this study if COP1 function was associated with HCC metabolism as well. Notably, the expression of AKR1D1 was commonly upregulated in COP1‐knockdown HCC cells. The inverse correlation between COP1 and AKR1D1 expression in clinical samples was affirmed by a big data analysis. AKRID1 was identified as a significant prognostic marker in HCC samples (Xu et al. 2025). Low expression of AKR1D1 was significantly associated with shorter median survival and advanced TNM clinical stages. Predominantly expressed in the liver, AKR1D1 is involved in the synthesis and breakdown of steroid hormones and bile acids, which are essential for cholesterol metabolism and fat absorption in the intestine. Impaired AKR1D1 function can lead to cholesterol accumulation and bile acid deficiency, affecting membrane integrity and fluidity, which are critical for proliferative cancer cells (Riscal et al. 2019). Fatty acids serve as signaling precursors in metabolic regulation during HCC progression, supporting rapid cell proliferation, survival, invasion, and angiogenesis (Wang et al. 2016). As NAFLD progresses, particularly with advancing fibrosis or inflammation, the expression of AKR1D1 was decreased significantly, playing a crucial role in the pathological progression of NAFLD (Nikolaou et al. 2019). AKR1D1 knockdown increased lipid accumulation and inflammatory responses in the liver. When AKR1D1 expression is reduced, lipid synthesis increases leading to the accumulation of TAG. This accumulation is also associated with inflammation in liver cells. We found in this study that COP1 knockdown reduced the expressions of glucose transport and lipogenesis‐related genes. This supports the hypothesis that inhibition of COP1 may reduce the accumulation of lipid in cancer cells. The reduction of lipid accumulation was confirmed at cellular level as well. The decrease in GLUT4 expression suggests that COP1 knockdown inhibits glucose uptake, thereby reducing glucose utilization in the metabolic processes that are critical for the survival and proliferation of cancer cells. Downregulation of ChREBPα, a transcription factor that regulates lipid and carbohydrate metabolism, suggests that it may disrupt metabolic pathways that support cancer cell proliferation. Decreased levels of FASN, a key enzyme in fatty acid synthesis, indicate impaired membrane biosynthesis and ability to synthesize fatty acids required for energy storage. Collectively, these results show that COP1 knockdown interferes with the overall metabolic activity of cancer cells and potentially inhibiting their growth and survival.

Meanwhile, cancer cells possess metabolic mechanisms that are distinct from those of normal cells, notably the Warburg effect, and obtain energy through fatty acid oxidation to sustain their rapid growth and proliferation (Lee et al. 2022). β‐oxidation, a process in mitochondria and peroxisomes where fatty acids are oxidized to generate energy, naturally produces ROS as a byproduct. The more active the β‐oxidation, the greater the tendency for increased ROS production, occurring during the activation of the mitochondrial ETC. However, if lipid synthesis and accumulation are inhibited due to COP1 suppression, the substrate required for β‐oxidation decreases, likely leading to a reduction in β‐oxidation itself. A decrease in β‐oxidation can lead to reduced ROS production (Adeva‐Andany et al. 2019). NADH and FADH2 produced during β‐oxidation promote ATP synthesis through the ETC, inherently generating ROS. However, if β‐oxidation is reduced due to COP1 inhibition, NADH and FADH2 synthesis also decreases, resulting in a decrease in ROS production produced by the ETC activity. Coinciding with these findings, when the lipid accumulation was reduced by COP1 silencing, mitochondrial ROS production was reduced, suggesting that COP1 inhibition can act as a new mechanism to lower ROS.

In addition to the downregulation of AKR1D1, we have also observed that silencing of COP1 expression induces the downregulation of mitochondrial inner protein TMEM65. TMEM65 upregulation is associated with increased tumor growth, invasion, and migration, as well as poor patient survival, in several specific cancer types including gastric cancer and triple‐negative breast cancer. For example, TMEM65 enhanced gastric cancer cell motility by activating the PI3K‐Akt‐mTOR pathway (Shi et al. 2024) and that decrease in TMEM65 expression disrupted mitochondrial dynamics and reduced ATP production (Zhang et al. 2022). Additionally, it was revealed that excessive ROS production via β‐oxidation promotes metastatic potential in cancer stem cells (Wang et al. 2019). In concordance with those findings, we observed in this study that COP1 knockdown inhibits the abilities of migration, invasion, and sphere forming capacity in HCC cells. Although we originally intended to define the function of COP1 in terms of involvement in HCC metabolism, the correlation of COP1 with cancer stemness was also elucidated throughout RNA sequencing and subsequent diverse experiments. Here we report for the first time that the function of COP1 is associated with both lipid metabolism and stemness in HCC. However, further studies are required to determine whether COP1 regulates the expressions of AKR1D1 and TMEM65 directly or indirectly. This aspect should be explored further in future studies.

## 4 Experimental Procedures

### 4.1 Cell Culture and siRNA Transfection

Human HCC cell lines Huh1, Huh7, HepG2, and PLC/PRF/5 were provided by the Korean Cell Line Bank (KCLB, Seoul, South Korea). All cell lines were incubated in a humidified incubator set to 37°C with 5% CO2. The cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (Welgene, Daegu, South Korea). To knock down specific genes in HCC cells, cells were transfected with 20 nM of either negative control (NC) siRNA or COP1‐specific siRNA (#109472; Ambion, Austin, TX, USA) using Lipofectamine 2000 (11668‐019, Invitrogen, Carlsbad, CA, USA) and Opti‐MEM I (31985‐070, Gibco, Waltham, MA, USA) in a humidified incubator for 5 h. The NC‐siRNA was synthesized by Bioneer (Daejeon, South Korea). 

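The COP1-siRNA had the sense strand 5′-GGAAUGCUUGUCCAAGUUUtt-3′ and the antisense strand 5′-AAACUUGGACAAGCAUUCCtg-3′. Its 19-base target, GGAATGCTTGTCCAAGTTT, was located in protein-coding transcripts of GENCODE 29 on GRCh38. It lies in the coding sequence of COP1, on the minus strand of chromosome 1 from 176081232 to 176081250. This is in exon 11 of the 20 exons of transcript ENST00000367669.7, at bases 1694 to 1712 of the transcript, and in exon 10 of the 19 exons of transcript ENST00000308769.12. With its flanks the target reads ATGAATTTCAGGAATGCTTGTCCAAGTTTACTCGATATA. Of the genes behind the 56726 protein-coding transcripts searched, only COP1 held the whole target, and non-coding transcripts were not searched. The NC-siRNA had the sense strand ACGUGACACGUUCGGAGAA and the antisense strand UUCUCCGAACGUGUCACGU. A small interfering RNA can also act on transcripts that match only its seed, the bases 2 to 8 of a strand. The seed of the COP1-siRNA antisense strand, AACUUGG, pairs with CCAAGTT, and that of the sense strand, GAAUGCU, pairs with AGCATTC. The seeds of the NC-siRNA pair with TCGGAGA for the antisense strand and with TGTCACG for the sense strand. None of these 4 sites is AGCAGTC, the sequence found in the 3′ UTR of the lowered genes of Table 1 other than COP1. In COP1 itself AGCAGTC occurs in the coding sequence, in exon 16 of ENST00000367669.7 from 175989403 to 175989409, within GACACCGTAAAGCAGTCTCTTATGCAA.

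**Figure D2:**
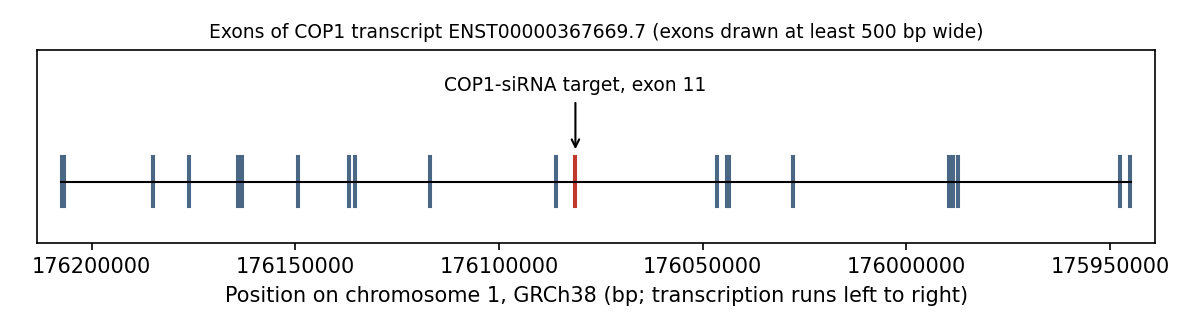
Exons (vertical bars) of COP1 transcript ENST00000367669.7 along chromosome 1 of GRCh38, in base pairs, drawn so that transcription runs from left to right. Short exons are widened to 500 bp to be visible. The red bar is exon 11, which holds the COP1-siRNA target.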

List of each siRNA sequence is introduced in Table 3.

**TABLE 3:** List of siRNA molecules used in this study.

Name	Target gene (locus ID)	Size (base)	Sequence
COP1‐siRNA	COP1 (64326)	21	S; 5′‐GGAAUGCUUGUCCAAGUUUtt‐3′
		21	AS; 5′‐AAACUUGGACAAGCAUUCCtg‐3′
NC‐siRNA	None	21	S; 5′‐ACGUGACACGUUCGG AGAA(UU)‐3′
		21	AS; 5′‐UUCUCCGAACGUGUCACGU‐3′

Abbreviations: AS, antisense; NC, negative control; S, sense.

### 4.2 Colony Formation Assay

After transfecting HCC cell lines (Huh7, HepG2, Huh1, and PLC/PRF/5) with either NC‐siRNA or COP1‐siRNA, 3 × 10^3^ cells were seeded in six‐well culture plates. Huh7 cells were incubated in a humidified incubator for 13 days and HepG2 cells for 12 days, respectively. Following fixation with methanol, cells were stained with 0.5% crystal violet for 30 min. The colonies were counted under a microscope.

### 4.3 RNA Sequencing and IPA Analysis

The Huh7 and HepG2 liver cancer cell lines were used in this study. Cells were transiently transfected with either NC‐siRNA or COP1‐siRNA for 48 h and harvested for RNA isolation. Total RNA was extracted following standard procedures, and its quality and quantity were assessed prior to RNA sequencing at Macrogen Inc. (Seoul, South Korea). The datasets generated and analyzed in this study are accessible in the GEO database with the accession number GSE287988. Sequencing data were processed to identify differentially expressed genes in COP1‐siRNA‐treated cells compared to the NC‐siRNA controls. Genes with a fold change of ≥ 2.0 and a *p*‐value < 0.05 compared to controls were classified as either upregulated or downregulated. 

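A p-value within a line could not be computed from 1 library per condition, and no paired test across the 2 lines was run. Only the fold threshold was applied. On the log2(TPM + 1) scale, 83 of the tested genes were at least 2-fold higher and 58 at least 2-fold lower with COP1-siRNA in Huh7. In HepG2, 78 genes were at least 2-fold higher and 57 at least 2-fold lower. The median log2 fold change of all tested genes was −0.001 in Huh7 and −0.008 in HepG2, and their standard deviation across genes was 0.30 and 0.28. These numbers depended on the processing. In Huh7 the balance reversed with protein-coding genes only, with 28 higher and 45 lower, and with a minimum TPM of 5, with 34 higher and 42 lower. It did not reverse in HepG2, with 33 higher and 19 lower, and 29 higher and 26 lower. At 1.5-fold, 364 genes were higher and 349 lower in Huh7, and 370 were higher and 270 lower in HepG2, the largest numbers of any setting tried.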

A list of these genes was compiled for each cell line and treatment. Overlapping differentially expressed genes from both Huh7 and HepG2 cell lines treated with COP1‐siRNA were integrated into a common list for further analyses. 

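Of the 11970 genes tested in both lines, 3 were at least 2-fold higher in both and 6 at least 2-fold lower in both. If the calls in the lines were independent, 0.19 genes higher in both and 0.12 genes lower in both would be counted. The genes higher in both lines were AKR1D1, ANXA1 and MSANTD3-TMEFF1, and the lower ones were C11orf98, CLINT1, COX7A2, TMEM65, NEAT1 and MIR573. The last of the higher and the last 2 of the lower genes are not in Table 1. MSANTD3-TMEFF1 overlaps TMEFF1, and the summed TPM of both did not rise in either line. The TPM of NEAT1 fell while its depth-scaled coverage changed by less than 2-fold in either line, and MIR573 is only 99 bases long. Another 4 genes passed 2-fold in opposite directions, namely MIR1292, BCL2L2-PABPN1, CPT1B and SNORD12, named here after their values were seen, against 0.31 counted under independence. Across the genes tested in both lines, which are not independent replicates, the fold changes of the lines had a Pearson correlation of 0.29 and a Spearman correlation of 0.29, and 60.2% had the same sign. With no minimum TPM, the setting that moved them most, the correlations were 0.19 and 0.15.

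**Figure D3:**
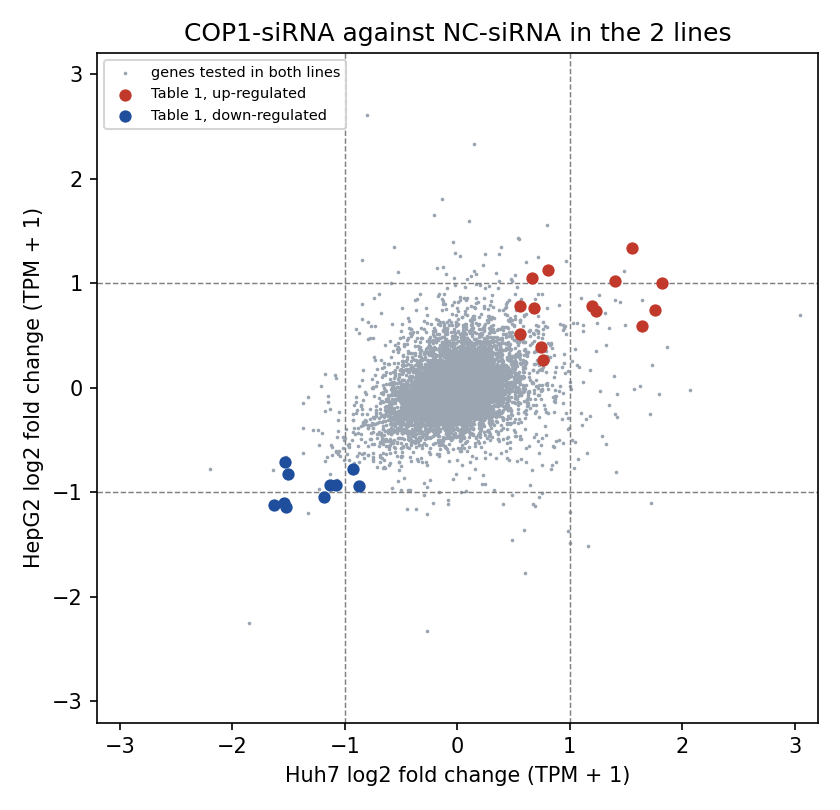
Log2 fold change of COP1-siRNA against NC-siRNA in Huh7 (horizontal axis) and HepG2 (vertical axis), on the TPM + 1 scale, 1 point per gene. Grey points are the 11970 genes tested in both lines, red points the 14 up-regulated and blue points the 10 down-regulated genes of Table 1. Dashed lines mark 2-fold. The genes of Table 1 lie in the upper right and lower left.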

Heat maps were generated to visually represent changes in gene expression, and IPA was conducted to identify the biological pathways affected by COP1 knockdown. We performed canonical pathway analysis in IPA software (PMID: 24336805) to identify functional characteristics associated with differentially expressed genes (DEGs) in COP1 knockdown.

### 4.4 RNA Extraction and Quantitative Real‐Time PCR (qRT‐PCR)

Changes in gene expression at the mRNA level were evaluated using qRT‐PCR. Total RNA was extracted using the RNeasy Plus Mini Kit (74134; Qiagen, Hilden, Germany). cDNA was synthesized from the extracted RNA using the PrimeScript II 1st strand cDNA Synthesis Kit (Takara Bio, Kusatsu, Japan) according to the manufacturer's instructions. Target genes were amplified using primers synthesized by Genotech (Daejeon, South Korea) and Takara Bio (Table 4).

**TABLE 4:** List of primer sequence of each target gene for qRT‐PCR.

Gene symbol	Full name		Primer sequence
COP1	Constitutive Photomorphogenic Protein 1	Forward	5′‐ACA ATC CCG GTC AAA TTC AA‐3′
		Reverse	5′‐GCA CGT TAG CAT CAA GAC GA‐3′
AKR1D1	Aldo‐Keto Reductase Family 1 Member D1	Forward	5′‐TCA GAA CCT AAA TCG ACC CCT‐3′
		Reverse	5′‐TCC CCA ACT TCG TGT TCA TTT T‐3′
TMEM65	Transmembrane Protein 65	Forward	5′‐TCT ATT GCC ATT GCC CAA G‐3′
		Reverse	5′‐GGA TGA ATA CAT ATC TCA GCT GTC C‐3′
SREBP1C	Sterol Regulatory Element‐Binding Protein 1C	Forward	5′‐CGG AAC CAT CTT GGC AAC AGT‐3′
		Reverse	5′‐CGC TTC TCA ATG GCG TTG T‐3′
CD133	Cluster of Differentiation 133	Forward	5′‐AGT CGG AAA CTG GCA GAT AGC‐3′
		Reverse	5′‐GGT AGT GTT GTA CTG GGC CAA T‐3′
GLUT4	Glucose Transporter Type 4	Forward	5′‐GCC ATG AGC TAC GTC TCC ATT‐3′
		Reverse	5′‐GGC CAC GAT GAA CCA AGG AA‐3′
FASN	Fatty Acid Synthase N	Forward	5′‐AAG GAC CTG TCT AGG TTT GAT GC‐3′
		Reverse	5′‐TGG CTT CAT AGG TGA CTT CCA‐3′
ChREBPɑ	Carbohydrate Responsive Element‐Binding Protein alpha	Forward	5′‐AAG ATC CGC CTG AAC AAC G‐3′
		Reverse	5′‐CAC TTG TGG TAT TCC CGC ATC‐3′
GAPDH	Glyceraldehyde‐3‐Phosphate Dehydrogenase	Forward	5′‐ACA TCA AGA AGG TGG TGA AG‐3′
		Reverse	5′‐GGT GTC GCT GTT GAA GTC‐3′

### 4.5 Correlation Analysis of COP1 and AKR1D1 or TMEM65 Expression in HCC Patient Samples

To assess the correlation between COP1 and AKR1D1 or TMEM65 expression levels in HCC, data were obtained using the Gene Expression Profiling Interactive Analysis (GEPIA2) platform. GEPIA2 was used to extract and visualize transcriptomic data, specifically focusing on the expression levels of COP1 and AKR1D1 or TMEM65 in HCC samples. Expression levels were log_2_‐transformed to normalize transcript counts per million (log_2_ TPM). Pearson's correlation analysis was performed to evaluate the relationship of expression in HCC. The correlation coefficient (*R*) and *p*‐value were computed and displayed on the plot.

### 4.6 Fatty Acid Loading and Oil Red O Staining

Cells were seeded at 1 × 10^5^ cells per well in a six‐well plate containing DMEM and transfected with either NC‐siRNA or COP1‐siRNA for 48 h and then treated with oleic acid at concentrations of 0.25 mM or 0.5 mM for 24 h. The cells were fixed with 4% (w/v) paraformaldehyde for 30 min, rinsed three times with dH_2_O, and incubated for 5 min in 60% isopropanol. The cells were stained for 40 min with Oil Red O solution, washed three times with dH_2_O, and observed under a microscope.

### 4.7 LD Staining

Cells cultured on glass coverslips are used for the methods described below. Cells were transfected with either NC‐ or COP1‐siRNA and washed with PBS 72 h post‐transfection. Cells were fixed with 3% paraformaldehyde for 45 min, followed by three washes with PBS. The cells were permeabilized with 0.1% saponin in PBS for 10 min and then with 0.5% saponin in PBS for another 10 min. To prevent nonspecific binding, cells were treated with 10% normal goat serum (Jackson Laboratory, Bar Harbor, ME, USA) in PBS‐T (containing 0.2% Tween‐20) for 20 min. After three washes in PBS, cells were incubated for 1 h with 100 μL of mouse anti‐human ADRP antibody solution (PROGEN, Heidelberg, Germany). The cells were washed three times in PBS and incubated for 1 h with fluorescein‐conjugated goat anti‐mouse IgG1‐488 antibody diluted in PBS‐T with 2.5% goat serum. Antibody reactions were conducted in a humidified dark environment. After three washes with PBS, the slides were mounted with the ProLong Gold anti‐fade reagent (Invitrogen).

### 4.8 ROS Assay

HCC cell lines (Huh7 and HepG2) transfected with NC‐ or COP1‐siRNA were seeded at a density of 2 × 10^4^ cells/well in black 96‐well plates (SPL Life Sciences, 30296, Pocheon, South Korea). After 24 h, ROS levels were measured using a DCFDA/H2DCFDA‐Cellular Reactive Oxygen Species Detection kit (AB113851, Abcam), according to the manufacturer's instructions. The fluorescence resulting from ROS levels was measured using an Asys UVM 340 microplate reader (Biochrom, Cambridge, UK) at excitation and emission wavelengths of 485/535 nm.

### 4.9 Migration and Invasion Assay

Huh7 and HepG2 cells transfected with either NC‐siRNA or COP1‐siRNA were seeded into the upper chamber of a Transwell migration assay kit (3422; Corning, NY, USA) for the Migration assay or into 24‐well Matrigel invasion chambers (354480; Corning) for the Invasion assay, at a density of 1 × 10^5^ cells per well in 200 μL of DMEM. The lower chamber was filled with 600 μL of DMEM supplemented with 10% FBS. After 72 h of incubation, cells were washed with DPBS, fixed with methanol for 15 min, and washed again with DPBS. The cells were then stained with 0.5% crystal violet for 1 h, followed by multiple washes with DPBS. Images were captured at 100× magnification using a light microscope.

### 4.10 Sphere Forming Assay

Huh7 and HepG2 cells were seeded at 5 × 10^3^ cells per well in 400 μL of medium in a 24‐well plate (Corning). The medium was comprised of DMEM F/12, B27 (50×) (2%, 20 ng/mL), hEGF (20 ng/mL), hbFGF (10 ng/mL), and insulin (4 ng/mL). The cells were then transfected with either NC‐siRNA or COP1‐siRNA using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer's protocol. The size and number of spheres were measured at 14 days post‐transfection.

### 4.11 Magnetic Cell Sorting

PLC/PRF/5 cell were washed with DPBS and then harvested by detaching the adherent cells using trypsin. The cells were treated with FcR Blocking Reagent and CD133 MicroBeads (130‐100‐857, Miltenyi Biotec, Bergisch Gladbach, Germany) according to the manufacturer's instructions and incubated for 15 min at 4°C in the dark. The labeled cells were separated using the autoMACS Pro system (Mltenyi Biotec).

### 4.12 Statistical Analysis

All experiments were performed at least in triplicate, and all data were statistically analyzed using Microsoft Excel 2016 (Microsoft, Redmond, WA, USA). Statistical evaluation was conducted using Student's *t*‐test, and the results are presented as the mean ± standard error of the mean (SEM). Statistical significance is indicated by *p*‐values with *p < 0.05, **p < 0.01, and ***p < 0.001.

## Author Contributions

**Eun‐Hye Jeon:** validation, investigation, data curation, writing – original draft, visualization. **An‐Na Bae:** formal analysis, investigation, data curation. **Hajin Lee:** formal analysis, investigation, data curation. **Keon Uk Park:** validation, investigation. **Hyun Mu Shin:** formal analysis, investigation. **Jong Ho Park:** validation, investigation. **Kwang Seok Kim:** validation, investigation. **In‐Chul Park:** conceptualization, resources, writing – original draft, supervision, project administration. **Yun‐Han Lee:** conceptualization, writing – original draft, writing – review and editing, supervision, project administration, funding acquisition.

## Funding

This work was supported by the institute for Cancer Research Keimyung University Dongsan Medical Center in 2021.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supporting Information.
**Figure S1:** Overexpression of COP1 increases the expression of metabolism‐related genes and HCC cell growth. (a, b) Comparison of COP1 mRNA (a) and protein level (b) in between Huh1 cells transfected with an empty control vector (pCMV6‐Entry Vector) and COP1‐expressiong vector (COP1 Vector). (c), Comparison of mRNA levels of glucose transport or lipogenesis‐related genes in between Huh1 cells transfected with an empty control vector and COP1‐expressiong vector. (d, e), Changes in short‐term cell proliferation (d) and long‐term colony formation after COP1 overexpression. *p < 0.05; **p < 0.01; ***p < 0.001.
**Figure S2:**. Overexpression of COP1 increases the ability of parental HCC cell migration. Huh1 cells (an empty control vector and COP1‐expressiong vector.) were grown up to 100% confluence, scratched, and then wound closure was monitored at 0, 48, 72, and 96 h, respectively. Representative light microscopy images were obtained, and wound closure percentages were calculated and graphed by setting the wound width at 0 h as 0%. **p < 0.01; ***p < 0.001.
**Figure S3:** Separation of CD133^+^ CSCs from CD133^−^ cancer cells in PLC/PRF/5 subculture. After separation, both CD133 mRNA level and protein level were detected for comparison. ***p < 0.001.

## Data Availability

The RNA‐sequencing data of COP1 knockdown Huh7 and HepG2 cell samples are currently available at the GEO database with the accession number of GSE287988.

# Supplementary material for: Functional Role of COP1 Gene in Hepatocellular Carcinoma Lipid Metabolism and Stemness
**Source:** Genes Cells. 2026 Apr 6;31(3):e70108. doi: 10.1111/gtc.70108
**Supplement:** Supplementary file 1 — Data S1: Supporting Information. Figure S1: Overexpression of COP1 increases the expression of metabolism‐related genes and HCC cell growth. (a, b) Comparison of COP1 mRNA (a) and protein level (b) in between Huh1 cells transfected with an empty control vector (pCMV6‐Entry Vector) and COP1‐expressiong vector (COP1 Vector). (c), Comparison of mRNA levels of glucose transport or lipogenesis‐related genes in between Huh1 cells transfected with an empty control vector and COP1‐expressiong vector. (d, e), Changes in short‐term cell proliferation (d) and long‐term colony formation after COP1 overexpression. *p < 0.05; **p < 0.01; ***p < 0.001. Figure S2:. Overexpression of COP1 increases the ability of parental HCC cell migration. Huh1 cells (an empty control vector and COP1‐expressiong vector.) were grown up to 100% confluence, scratched, and then wound closure was monitored at 0, 48, 72, and 96 h, respectively. Representative light microscopy images were obtained, and wound closure percentages were calculated and graphed by setting the wound width at 0 h as 0%. **p < 0.01; ***p < 0.001. Figure S3: Separation of CD133+ CSCs from CD133− cancer cells in PLC/PRF/5 subculture. After separation, both CD133 mRNA level and protein level were detected for comparison. ***p < 0.001.

**Supplementary Materials**

**Supplementary Figures**

**Supplementary Figure S1**

**
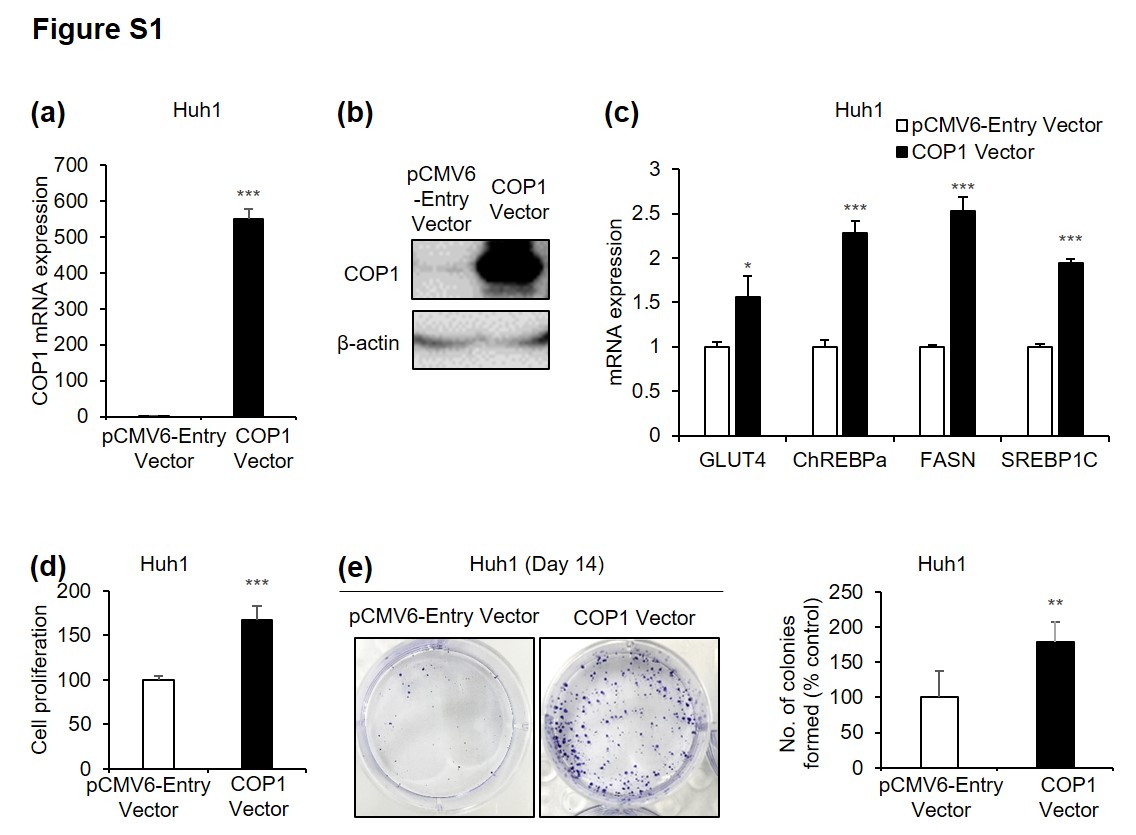
**

**Figure S1.** Overexpression of COP1 increases the expression of metabolism-related genes and HCC cell growth. (a, b) Comparison of COP1 mRNA (a) and protein level (b) in between Huh1 cells transfected with an empty control vector (pCMV6-Entry Vector) and COP1-expressiong vector (COP1 Vector). (c), Comparison of mRNA levels of glucose transport or lipogenesis-related genes in between Huh1 cells transfected with an empty control vector and COP1-expressiong vector. (d, e), Changes in short-term cell proliferation (d) and long-term colony formation after COP1 overexpression. *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001.

**Supplementary Figure S2**

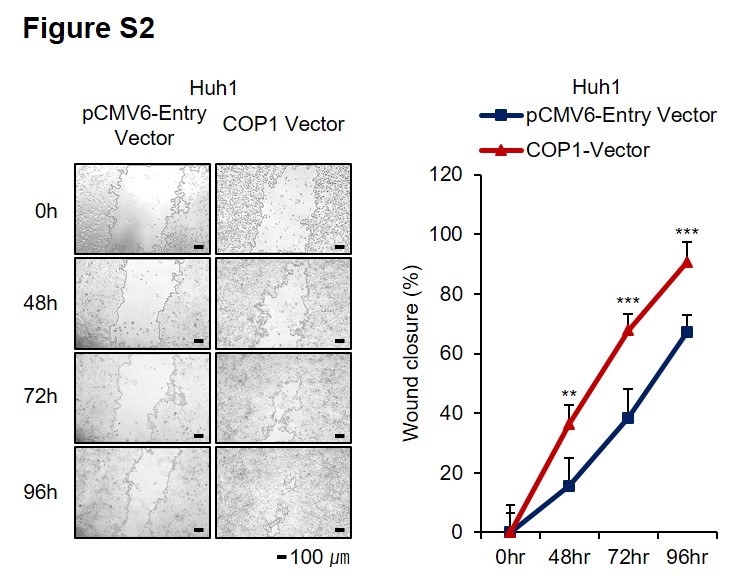

**Figure S2.** Overexpression of COP1 increases the ability of parental HCC cell migration. Huh1 cells (an empty control vector and COP1-expressiong vector.) were grown up to 100% confluence, scratched, and then wound closure was monitored at 0 h, 48 h, 72 h, and 96 h, respectively. Representative light microscopy images were obtained, and wound closure percentages were calculated and graphed by setting the wound width at 0 h as 0%. **, *P*<0.01; ***, *P*<0.001.

**Supplementary Figure S3**

**
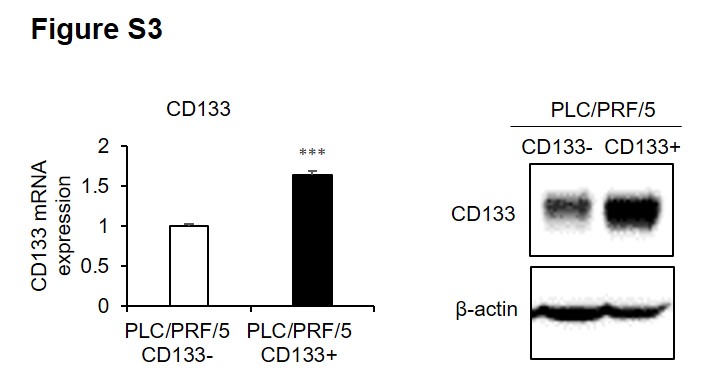
**

**Figure S3.** Separation of CD133^+^ CSCs from CD133^-^ cancer cells in PLC/PRF/5 subculture. After separation, both CD133 mRNA level and protein level were detected for comparison. ***, *P*<0.001.

**Supplementary Materials and Methods**

**Protein extraction and western blotting**

CD133+ PLC/PRF/5 cancer stem cells extracted protein using RIPA buffer (89900, Thermo Fisher Scientific, Waltham, MA, USA) and a Protease and Phosphatase inhibitor cocktail (1861281, Thermo Fisher Scientific). A total of 60ug of protein quantified using the Pierce BCA Protein Assay Kit (23225, Thermo Fisher Scientific) was separated by size using SDS-PAGE on an 8% gel. The protein were then transferred onto a polyvinylidene difluoride (PVDF) membrane (03010040001, Roche, Basel, Switzerland). After blocking the membrane with 5% skim milk (MB-S1667, MB Cell Bio), it was incubated overnight at 4℃ with primary antibody CD133 (64326, Cell signaling Technology, Danvers, MA, USA), COP1 (ab56400, Abcam, Cambridge, UK) and β-actin (sc-47778, Santa Cruz Biotechnology, TA, USA) using Can Get Signal (NKB101, TOYOBO, Tokyo, JAPAN). The membrane as also incubated with secondary antibody goat anti-mouse IgG (115-035-062, Jackson ImmunoResearch Laboratories, West Grove, PA, USA) and goat anti-rabbit IgG (sc-2301, Santa Cruz Biotechnology) using Can Get Signal for 1h at room temperature according to the manufacturer’s instructions. Immunereactive bands were visualized using the Fusion Fx7 imaging system (Vilber Lourmat, Collegien, France).

**Generation of COP1-overexpressing Huh1**

Huh1 cells were transfected with 5ng of either pCMV6-Entry Vector (PS100001, OriGene, Rockville, MD, USA) or a COP1-expressing Vector (RC210492, OriGene) using Lipofectamine 2000 (11668-019, Invitrogen, Carlsbad, CA, USA) and Opti-MEM (31985-070, Gibco, Waltham, MA,USA) according to the manufacturer’s instructions.

**Cell proliferation assay**

The day after transfection of Huh1 cells with either the pCMV6-Entery Vector or the COP1 Vector, Huh1 cells were seeded into 96-well plates (30096, SPL, Korea) at a density of 1x10^3^ cells per well. After 96h, 90ul of DMEM plain media (LM 001-05, WELGENE, Korea) and 10ul of MTT reagent (298-93-1, Duchefa BioChemie, Netherlands) were added to each well, followed by incubation for 1 hour in a humidified incubator. After removing the MTT reagent, DMSO (D2650-100ML, SIGMA, St, USA) was added, and absorbance was measured at 540 nm using an Asys UVM 340 microplate reader (Biochrom, Cambridge, UK).

**Wound healing assay**

The day after transfection of Huh1 cells with either the pCMV6-Entery Vector or the COP1 Vector, 5x10^5^ cells were seeded into 24-well plates (30024, SPL). After 24h of incubation, the monolayer was scratched using 200ul sterile pipette tip. Cell images were captured under a microscope at 100x magnification at 0h, 48h, 72h and 96h. Wound closure was analyzed and quantified using Image J software (National Institutes of Health; NIH, Bethesda, MA, USA).

How the deposited data were processed for this re-analysis (not part of the article)

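RNA of Huh7 and HepG2 cells was sequenced 48 h after transfection with 20 nM NC-siRNA or COP1-siRNA, with 1 library per cell line and siRNA. Each library was assigned to its condition from its own labels, which name the line and the siRNA, and the 4 conditions are those of the paper.

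The authors deposited 1 gene table per library, with a coverage, an FPKM and a TPM for each gene. The TPM values that the authors deposited are normalized within the library and sum to 1000000. The FPKM values deposited are proportional to the TPM, with a TPM of 2.46, 2.36, 2.31 and 2.34 per unit of FPKM in Huh7 NC-siRNA, Huh7 COP1-siRNA, HepG2 NC-siRNA and HepG2 COP1-siRNA. The coverage that the authors deposited is the mean number of reads over each base of the gene and is not normalized for depth. The layout is that of StringTie, and the paper's text names neither the program, the aligner, the annotation nor the genome build. Of the 46427 gene numbers, 96.3% were found in the RefSeq annotation of GRCh38, and 72.1% of these had the same start there. There were 49 gene numbers on more than 1 line of a table, and their values were summed. The stranded protocol does not say how reads of overlapping genes were divided, so the values of such genes are uncertain.

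The tables hold no read counts, and the number of reads per library is unknown. The ratio of coverage to FPKM gives the relative depth only, and the precision of a single value could not be computed. For very short genes the coverage multiplied by the length gives the number of aligned bases, which shows where a value rests on few reads. The 10 genes with the highest TPM held 13.2% and 14.6% of all TPM in the Huh7 NC-siRNA and COP1-siRNA libraries and 8.02% and 8.05% in those of HepG2.

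Fold changes were computed within each line as log2((TPM with COP1-siRNA + 1)/(TPM with NC-siRNA + 1)). A gene was tested in a line if its TPM was at least 1 in at least 1 library, and 2-fold was the threshold, as in the paper. There was no test between conditions within a line, because no condition had a second library. A paired test with the 2 lines as pairs was not run. A gene's fold change was placed among those of the 500 tested genes nearest in mean expression. The median of a gene list was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. These percentiles describe the 4 libraries and are no test of the conditions. For the genes of Table 1 other than COP1, extreme percentiles follow from their selection by the paper in the same libraries. The lists reported were lipogenesis, bile acid, interferon-stimulated genes and NF-kB targets, and 1 further list and 1 gene that the rule below names are not reported here. The named genes were those of Table 1, those measured by qRT-PCR in the paper or named there for lipid metabolism or stemness, members of the lists past 2-fold in both lines, and up to 5 raised and 5 lowered genes outside Table 1 with the largest change in both lines. Genes named outside this rule are said to have been chosen after their values were seen.

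For seed sites, the 3′ UTRs of protein-coding transcripts were taken from GENCODE 29 on GRCh38, 1 transcript per gene. For each 7-base sequence present in the 3′ UTR of at least 200 tested genes, the median log2 fold change of genes without it was subtracted from that of genes with it. Each siRNA site was ranked among all these differences. Alternatives set before the data were examined were a pseudocount of 0.1, FPKM in place of TPM, and median-of-ratios, upper-quartile and quantile scaling. Also set before were no minimum TPM, a minimum TPM of 5, protein-coding genes only, a 1.5-fold threshold and lists not matched on expression. A further one kept the highest line of a repeated gene number in place of the sum. For the seed sites they were a correction for 3′ UTR length, 6-base sites and the longest 3′ UTR. Coverage in place of TPM, the plain TPM ratio, the correction for 3′ UTR length and GC content, and the examination of the site AGCAGTC were chosen after the values were seen.

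The computation of fold changes, list percentiles and site ranks was tested on simulated data. With 200 genes changed 4-fold among the 11636 simulated genes tested in both lines, 200 were recovered and 0 others were called. The planted change was far past the 2-fold threshold, so this outcome checks the computation only. It does not show how well changes near the threshold or at low TPM are found. Nor does it give the number of false calls to be counted in the real libraries. A shift of −0.1 given to genes with the sequence GTACTGA, among 12638 genes for Huh7 and 14108 genes for HepG2, brought it to rank 1 in each line. A raised list of 15 genes reached percentile 100.0 in each line. An unchanged list lay at percentile 63.3 for Huh7 and 95.0 for HepG2, so a percentile of that height can arise without a change. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Colony formation, qRT-PCR, staining, migration and sphere data, and the other cell lines, were not analysed here. The pathway scores of Table 2 were not recomputed, because the pathway software and its gene sets were not used here.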

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

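The overlap, read-number, coverage, site-class and list-member tests of this part were all written after the results they bear on had been seen. The gene lists themselves were fixed earlier.

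NEAT1, which the paper does not report, had the largest fall in both lines among genes past 2-fold in both, with log2 fold changes of −1.85 in Huh7 and −2.25 in HepG2. NEAT1 TPM went from 14.4 to 3.25 in Huh7 and from 13.3 to 2.01 in HepG2. The coverage of the gene did not follow. It went from 6.56 to 10.3 in Huh7 and from 6.01 to 6.29 in HepG2. Scaled for depth, it changed by 0.30 in Huh7 and −0.18 in HepG2 on the log2 scale. The ratio of coverage to TPM went from 0.17 to 1.00 in Huh7 and from 0.18 to 1.00 in HepG2. These values are consistent with reads assigned to isoforms of another length in the COP1-siRNA libraries, with little change in the number of reads. Whether the cells used another isoform, or the reads were only divided otherwise, stays open and was not tested.

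MIR573, also outside Table 1, fell in both lines, with log2 fold changes of −1.33 in Huh7 and −1.20 in HepG2. This gene is 99 bases long. Its aligned bases went from 594 to 86 in Huh7 and from 384 to 37 in HepG2, so the values of both siRNAs rest on few reads. The libraries were made from polyadenylated RNA, so these values may not show the level of the microRNA itself. Sampling of few reads and a true fall cannot be told apart, since no library has a replicate.

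MSANTD3-TMEFF1 rose in both lines, with log2 fold changes of 1.48 in Huh7 and 1.12 in HepG2, and is not in Table 1. It is a read-through gene that shares its 3′ part with TMEFF1, which changed by −0.27 in Huh7 and −0.95 in HepG2. The summed TPM of the pair went from 16.5 to 16.4 in Huh7 and from 20.5 to 15.4 in HepG2, log2 fold changes of −0.01 and −0.39. The rise is consistent with reads divided otherwise between the overlapping genes. In HepG2 the sum fell, and a fall of TMEFF1 itself stays open.

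Genes with AGCAGTC in the 3′ UTR were lower as a group in both lines. Their median log2 fold change differed from that of other genes by −0.135 in Huh7 (1039 genes with the site) and by −0.084 in HepG2 (1158 genes). Among all 7-base sequences ranked, it was the lowest of 13796 in HepG2, and its place among the 13330 in Huh7, where only GCAGTCA was lower, was percentile 0.015. The paper does not report on 3′ UTR sequences. Differences in 3′ UTR length and base composition are argued against as the whole cause. After correction for both, the site was at percentile 0.0075 or lower in both lines, with differences of −0.123 in Huh7 and −0.088 in HepG2. A candidate explanation is a small RNA with the seed GACUGCU, weighed among the other observations, and no replicate exists to test it on.

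The NF-kB target list, fixed before the data were examined, was high in both lines. Its median log2 fold change was 0.22 over 14 genes in Huh7 and 0.34 over 11 genes in HepG2, each at percentile 100.0 of matched random lists. In Huh7, 11 genes were higher, with RELB the highest at 0.61, and in HepG2, 10 were higher, with CXCL8 the highest at 0.97. Over the alternatives the percentile stayed between 99.77 and 100.00 in Huh7 and between 99.98 and 100.00 in HepG2. The release from NC-siRNA seed silencing as the cause for most members is argued against, since only 1 of the 14 members in Huh7 and 1 of the 11 in HepG2 held CGGAGA, the 6-base site of the antisense NC-siRNA strand, against 7.6% of tested genes. GTCACG, the 6-base site of the sense strand, was in 1 member in Huh7 and 0 in HepG2. An effect of lower COP1 on NF-kB signalling and an effect of the transfected duplex on it both stay open. With 1 siRNA against COP1 and 1 library per condition, the design confounds them.

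MIR1292, BCL2L2-PABPN1, CPT1B and SNORD12 passed 2-fold in opposite directions in the 2 lines. The difference between the lines was not tested, since each line has 1 library per siRNA. CPT1B changed by 1.00 in Huh7 and −1.48 in HepG2. CHKB-CPT1B, which overlaps it on the same strand, went the other way, by −0.80 in Huh7, where it was under 1 TPM, and by 1.13 in HepG2. Their summed TPM changed by 0.30 in Huh7 and −0.28 in HepG2, consistent with reads divided otherwise between the overlapping genes. BCL2L2-PABPN1 changed by 1.72 in Huh7 and −1.10 in HepG2, and overlaps BCL2L2 and PABPN1. In HepG2, BCL2L2 went against it, by 0.34, but in Huh7 BCL2L2 changed by 0.16 and PABPN1 by 0.35, in the same direction. The division of reads and a true change of the read-through gene cannot be told apart there, since neither partner moved against it in Huh7.

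MIR1292 changed by 1.16 in Huh7 and −1.51 in HepG2, and SNORD12 by 1.00 in Huh7 and −1.19 in HepG2. MIR1292 is 66 bases long and lies inside NOP56, and SNORD12 is 90 bases long and lies inside ZFAS1. The aligned bases on MIR1292 went from 85 to 490 in Huh7 and from 1084 to 335 in HepG2. Those on SNORD12 went from 249 to 874 in Huh7 and from 1327 to 570 in HepG2. Reads on both genes can also come from the host transcripts. Sampling of few reads and a difference between the lines cannot be told apart, since there is no replicate and the read number is not given.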

How the results depend on the processing

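Coverage in place of TPM, the plain TPM ratio and the correction for 3′ UTR length and GC content were alternatives chosen after the values were seen; the others were set before. Apart from single named genes, 364 values were compared between a setting and the settings reported at the claims, and 320 kept their direction and side of the threshold, or for counts stayed within 1.5 times. COP1 fell under every setting, and none of the gene lists reported crossed the percentile limits of its test.

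The number of genes past 2-fold depended on the pseudocount, the threshold, FPKM in place of TPM and the genes tested. With a pseudocount of 0.1, there were 249 genes higher and 141 lower in Huh7, 227 higher and 145 lower in HepG2, 19 higher and 13 lower in both lines, 14 in opposite directions, and 5 raised Table 1 genes past 2-fold in both. All 3 higher and all 6 lower genes of the setting at the claims were among them. A smaller pseudocount enlarges the changes of low genes by construction. With 1.5-fold as the threshold, there were 364 higher and 349 lower in Huh7, 370 higher and 270 lower in HepG2, 42 higher and 59 lower in both and 33 in opposite directions. Then 19 genes of Table 1 passed in both lines, 9 raised and 10 lowered. With FPKM + 1, there were 33 higher and 24 lower in Huh7, 21 higher and 18 lower in HepG2, 1 higher in both, 0 in opposite directions and 1 raised Table 1 gene. FPKM values are smaller than TPM values here, so adding 1 shrinks the changes further.

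With a minimum TPM of 5, fewer genes were tested, and 34 were higher in Huh7, 29 higher and 26 lower in HepG2, 1 higher in both, 1 in opposite directions and 1 raised Table 1 gene passed in both. With protein-coding genes only, 28 were higher in Huh7, 33 higher and 19 lower in HepG2 and 2 in opposite directions, since genes of other biotypes were left out. The plain TPM ratio gave 27 higher and 15 lower in both lines, 16 in opposite directions and 5 raised Table 1 genes. With coverage in place of TPM, 1 raised Table 1 gene passed in both lines, and NEAT1 reversed in Huh7, from a fall to 0.30. No scaling moved the share of higher among changed genes by more than 10 points. That share was 58.9% in Huh7 and 57.8% in HepG2, and it was 44.7% in Huh7 with a minimum TPM of 5 and 38.4% with protein-coding genes only.

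With no minimum TPM, the correlations across genes fell to 0.19 (Pearson) and 0.15 (Spearman), and many genes near 0 entered. The site of the sense NC-siRNA strand in HepG2 was at percentile 99.1 with protein-coding genes only, against 98.9, but at 58.3 with the longest 3′ UTR and 88.2 with a minimum TPM of 5. With no minimum TPM its medians with and without the site were both 0.000, a tie with other sites that gives no rank of its own. The site of the antisense NC-siRNA strand was at 98.5 there with 6-base sites, against 100. The cause was not tested. With a minimum TPM of 5, the antisense NC-siRNA site had too few genes for a rank in HepG2.

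Of the 86 values of single named genes, FPKM + 1 brought 14 under 2-fold, among them TMEM65 in both lines and AKR1D1 in HepG2. A pseudocount of 0.1 brought 9 over 2-fold, quantile normalization 2 under and 1 over, median of ratios 1 over, and coverage 3 under. For a gene such as ANXA1, whose scaled coverage is well under its TPM, the added 1 weighs more with coverage and shrinks the change. Upper-quartile scaling changed 0. The highest line of a repeated gene number in place of the sum also changed 0, but only 49 gene numbers are repeated, so this says little. No paired analysis was possible within a line, because each condition has 1 library. A paired analysis with the 2 lines as pairs was not run. The unknown number of reads limits the genes near 1 TPM most, such as CLDN2, MMP24, ZC3H12D and SLC7A7 in HepG2, whose log2 fold changes range with the pseudocount.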

Differences from the paper's values

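The paper reports 14 genes up-regulated in both lines, and 3 genes were at least 2-fold higher in both here. Of the alternatives set before the data were examined, a pseudocount of 0.1, with 19 genes, came within 1.5 times of the paper's number, and the others did not. The plain TPM ratio, chosen after the values were seen, gave 27. For genes down-regulated in both lines the paper's number is 10, and 6 were found here. Again a pseudocount of 0.1, with 13 genes, came within 1.5 times, and the other alternatives set before the data were examined did not. The plain TPM ratio gave 15, which also comes within 1.5 times and was chosen after the values were seen. The sets are not the same: the genes of Table 1 past 2-fold in both lines numbered 9 with a pseudocount of 0.1 and 9 with the plain TPM ratio.

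All 24 genes of Table 1 are given by the paper as changed in both lines, and 6 passed 2-fold in both lines here. Only the 1.5-fold threshold, with 19 genes, came within 1.5 times of the paper's number. The other alternatives set before the data were examined gave between 4 and 9 genes, and none gave all 24. The pseudocount of 0.1 added GBP1, GLIPR1 and MMP24 to the 6 genes, and median-of-ratios scaling, with 7 genes, added GBP1. COP1 itself was 3.18-fold lower in Huh7 and 1.67-fold lower in HepG2 by plain TPM, while the paper's methods set a threshold of 2.0. Its HepG2 value passed only the 1.5-fold threshold. The methods also name a p-value, and with 1 library per condition none was computed here.

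Table 2 gives CLINT1 with an upward arrow, whereas Table 1 lists it as down-regulated, and its log2 fold change here was −1.63 in Huh7 and −1.12 in HepG2. In the discussion of the paper a sentence speaks of a downregulation of AKR1D1 after COP1 silencing, whereas another sentence there, the results and Table 1 give a rise, and it rose here by 1.40 in Huh7 and 1.02 in HepG2.

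The paper's qRT-PCR in Fig. 4 shows lower GLUT4, ChREBP and FASN after COP1 silencing. In the RNA-seq values, SLC2A4 (GLUT4) changed by −0.07 in Huh7, where it was under 1 TPM, and by −0.06 in HepG2. MLXIPL (ChREBP) changed by 0.01 in Huh7 and 0.12 in HepG2, without separation of its isoforms. FASN changed by −0.30 in Huh7 and 0.05 in HepG2. None of these 3 genes fell past 2-fold in either line under any setting tried, a limit that the paper does not set for its qRT-PCR. By plain TPM, 83.2% of SLC2A4 and 81.2% of FASN was left in Huh7, and 91.9% and 103.4% in HepG2. MLXIPL stood at 101.9% in Huh7 and 110.2% in HepG2. SLC2A4 went from 1.01 to 0.929 TPM in HepG2, so in both lines its level was too low to show a fall well.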

Other observations

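The tests of the 4 siRNA seed sites and of the interferon list were written before the results were seen. All tests of the site AGCAGTC and of its source were chosen after, as was the site CGGAGAA.

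The seed sites of the COP1-siRNA given in Table 3 showed no common fall. Genes with CCAAGTT, the site of the antisense strand, differed from genes without it by −0.012 in Huh7 and 0.006 in HepG2, at percentiles 58.3 and 64.7 of all 7-base sequences. Genes with AGCATTC, the site of the sense strand, differed by −0.022 and −0.004, at percentiles 22.4 and 34.9. Silencing through either seed would place its site among the lowest, so these values argue against both as a general cause of the lowered genes.

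For the NC-siRNA the values were mixed. Release from silencing in the control libraries would place its sites among the highest. TCGGAGA, the site of the antisense strand, differed by 0.053 in HepG2 (232 genes) and was the third highest there. In Huh7 it was present in 199 tested genes, under the minimum of 200, and differed by −0.005 without a rank. The site CGGAGAA, which is the 6-base site of the strand followed by an A, was rank 12 from the highest of 13330 in Huh7 and rank 156 of 13796 in HepG2. TGTCACG, the site of the sense strand, was at percentile 6.19 in Huh7 and 98.9 in HepG2. With the longest 3′ UTR of each gene, TCGGAGA was in 240 tested genes in Huh7, differed by 0.008 and lay at percentile 97.7, and it lay at 99.8 in HepG2. CGGAGAA was then rank 1 from the highest of 13899 in Huh7 and rank 429 of 14344 in HepG2. The 6-base site CGGAGA lay at percentile 77.6 in Huh7 and 98.5 in HepG2. The sites of the antisense strand thus ranked high in HepG2 and unevenly in Huh7. CGGAGA was in the 3′ UTR of 3 of the 13 raised Table 1 genes. Random lists held it in 0.92 genes on average, and 564 of 10000 held it in at least 3. By site class, the HepG2 medians were 0.10 for the longest site, then 0.04, 0.02 and 0.01, and −0.01 without any. In Huh7 they were 0.04, −0.02, 0.02, −0.04 and −0.01, without such an order. Whether the NC-siRNA acted on a part of the raised genes stays open with 1 library per condition.

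A hypothesis on the lowered genes is that a small RNA with the seed GACUGCU, whose target site is AGCAGTC, acted in the COP1-siRNA libraries. The sequence was found as the lowest in HepG2 and then looked up in Huh7, where it was at percentile 0.015. In both lines the fall was largest for the longest site and smallest for GCAGTC alone, while the 7-base sites differed little. In Huh7 the median log2 fold change was −0.18 for 371 genes with AGCAGTCA, −0.11 for 630 genes with AGCAGTC alone, −0.10 for 549 genes with GCAGTCA, −0.06 for 977 genes with GCAGTC and 0.01 for 8042 genes without any. In HepG2 these medians were −0.11, −0.06, −0.07, −0.02 and 0.01. The share of genes with a fall was higher with GCAGTCA than with AGCAGTC alone, 68.1% against 65.1% in Huh7 and 66.5% against 63.2% in HepG2. With AGCAGTC in the 3′ UTR the medians were −0.13 in Huh7 and −0.09 in HepG2. With the site in the coding sequence and none in the 3′ UTR they were −0.07 and −0.03, and with the site in the 5′ UTR and none in the 3′ UTR −0.02 and −0.00. These differences are consistent with seed-matched silencing by such an RNA.

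The site was concentrated among the called genes. It was in the 3′ UTR of 9 of the 9 lowered Table 1 genes besides COP1, while 10000 random lists matched on 3′ UTR length held it in 0.86 genes on average and 5 at most. None of the 13 raised genes had it. Of all genes at least 2-fold lower, 27 of 44 with a 3′ UTR had it in Huh7 and 4 of 15 in HepG2, against 9.3% and 9.4% of tested genes. The 4 in HepG2 were TMEM65, CLINT1, COX7A2 and C11orf98, already counted among the 9. In HepG2 the concentration therefore rests on Table 1 genes alone, and the other lowered genes there lacked the site. Of the raised genes, 1 of 28 had it in Huh7 and 0 of 32 in HepG2.

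What such an RNA might be stays open. An siRNA against COP1 whose seed matches AGCAGTC is 1 candidate source, since the coding sequence of COP1 holds the site in exon 16. But 15.5% of tested coding sequences within 10% of its length hold it as well (151 of 974), so its presence in COP1 decides little. An endogenous small RNA with that seed, raised when COP1 is lowered, is the other, and small RNAs were not analysed here. The siRNA strands in Table 3 do not have this seed. Under the first reading the lowered genes of Table 1, TMEM65 and COX7A2 among them, may be direct targets of the transfected RNA rather than of COP1 loss. Under the second they would depend on COP1. These cannot be told apart from 1 siRNA against COP1. A second siRNA, or sequencing of the small RNAs, would separate them.

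The interferon-stimulated genes had medians of 0.09 in Huh7, at percentile 77.2, and 0.02 in HepG2, at percentile 61.7, with 8 of 11 and 7 of 13 higher. Over the alternatives the percentile ranged from 77.08 to 97.01 in Huh7, highest with no minimum TPM. In HepG2 it ranged from 54.03 to 90.44, highest with a minimum TPM of 5. The members went both ways, so an innate response to the transfected RNA can be neither excluded nor shown by them. GLIPR1, which the paper names as restored by COP1 knockdown in earlier work, went from 5.83 to 20.3 TPM in Huh7 and from 0.554 to 1.33 TPM in HepG2.

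The lipogenesis list, which holds FASN, MLXIPL, SREBF1 and PLIN2, had a median of −0.05 in Huh7, at percentile 23.9, with 4 of 16 genes higher. In HepG2 the median was 0.07, at percentile 93.7, with 13 of 17 higher. SREBF1 changed by −0.04 in Huh7 and 0.03 in HepG2. PLIN2, which encodes ADRP, went from 486 to 490 TPM in Huh7 and from 49.1 to 61.5 TPM in HepG2. PNPLA2, which encodes ATGL, went from 30.5 to 23.7 TPM in Huh7 and from 74.0 to 80.5 TPM in HepG2. PROM1, which encodes CD133, went from 63.1 to 63.8 TPM in Huh7 and was under 1 TPM in both HepG2 libraries. GAPDH changed by −0.15 in Huh7 and 0.08 in HepG2.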
